# HDAC1-3 inhibition triggers NEDD4-mediated CCR2 downregulation and attenuates immunosuppression in myeloid-derived suppressor cells

**DOI:** 10.1007/s00262-024-03931-y

**Published:** 2025-02-01

**Authors:** Zhiqi Xie, Jinjin Shao, Zeren Shen, Zhichao Ye, Yoshiaki Okada, Daisuke Okuzaki, Naoki Okada, Masashi Tachibana

**Keywords:** Myeloid-derived suppressor cells, Histone deacetylase, NEDD4, CCR2, Hepatocellular carcinoma

## Abstract

Myeloid-derived suppressor cells (MDSCs) play a critical role in cancer progression and resistance, thus representing promising targets for immunotherapy. Despite the established role of histone deacetylases (HDACs) in epigenetic regulation of cell fate and function, their specific impact on MDSCs remains elusive. We sought to investigate the effects and underlying mechanisms of HDAC on MDSCs using various HDAC inhibitors. Our results indicate that HDAC1-3 inhibitors reduce CCR2 expression, a chemokine receptor that mediates the migration of monocytic (M-)MDSCs to tumors and attenuated the immunosuppressive activity of MDSCs. In an orthotropic hepatocellular carcinoma (HCC) murine model, HDAC1-3 inhibitors reduced the infiltration of M-MDSCs, increased the number of natural killer cells in tumors, and suppressed tumor growth. Our results also suggest that HDAC1-3 inhibitors potentiate the antitumor effects of anti-programmed cell death protein 1 antibodies. ATAC-seq and RNA-seq analyses revealed 115 genes epigenetically upregulated by HDAC1-3 inhibitors, primarily linked to transcriptional regulation and ubiquitination. We further elucidated that HDAC1-3 inhibitors facilitate CCR2 protein degradation through ubiquitination-mediated by NEDD4 E3 ligase. Our findings reveal a novel mechanism of action of HDAC1-3 inhibitors in MDSCs and suggest a potential synergistic immunotherapy strategy for clinical benefit in HCC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00262-024-03931-y.

## Introduction

The dysfunction or exhaustion of antitumor immune cells, such as effector T and natural killer (NK) cells, can facilitate immune evasion and tumor progression [1]. Immunotherapy is a promising approach for cancer treatment, particularly immune checkpoint blockade (ICB) therapy, which can reinvigorate antitumor immunity by alleviating the immunosuppression of tumor cells against antitumor immune cells [2–4]. However, most patients still show limited or no response to ICB therapy, probably because it is less effective in relieving immunosuppression mediated by other cells, such as myeloid-derived suppressor cells (MDSCs) [5–7]. MDSCs are a heterogeneous population of myeloid progenitor and immature myeloid cells that are partially blocked in their differentiation and development under tumor conditions, forming two phenotypes: monocytic (M-)MDSCs and polymorphonuclear (PMN-)MDSCs [8]. They inhibit antitumor immune responses by secreting regulatory factors, altering immune metabolism, and expressing immune checkpoints, which play crucial roles in the pathogenesis, recurrence, metastasis, immune escape, and drug resistance of multiple cancers [6, 9–11]. Studies have revealed that MDSC levels increase in patients with cancer who are resistant to ICB therapy, suggesting that MDSCs promote tumor immune escape via a mechanism distinct from ICB therapy, and that targeting MDSCs could improve the response rate to immunotherapy [12, 13].

Epigenetic regulation plays crucial roles in cancer progression and immune cell function. Histone deacetylases (HDACs) are key molecules that regulate cell fate by removing acetyl groups from lysine residues at the N-termini of histones, modulating gene transcription and expression. Several studies have reported the effects of HDACs on MDSCs. HDACs in mammals are classified into four classes: Zn^2+^-dependent class I (HDAC1, 2, 3, and 8), class IIa (HDAC4, 5, 7, and 9), class IIb (HDAC6 and 10), class IV (HDAC11) HDACs, and NAD^+^-dependent class III (Sirt1-7) HDACs, with distinct structural features [14]. HDAC11 deficiency enhances the immunosuppressive activity of MDSCs in tumor-bearing mice [15]. Hashimoto et al*.* reported that MS-275, an inhibitor of HDAC1-3, reduced the immunosuppressive activity of PMN-MDSCs, whereas ricolinostat, an inhibitor of HDAC6, reduced the immunosuppressive activity of M-MDSCs in tumor-bearing mice [16]. Our previous study revealed that valproic acid (VPA), a class I/IIa HDAC inhibitor (HDACi), significantly reduced the accumulation of M-MDSCs in tumors and attenuated PMN-MDSC immunosuppression [10]. Thus, different HDACs play distinct roles in the regulation of MDSCs. However, the effects and mechanisms underlying MDSC regulation by HDAC remain largely unknown. This study aimed to identify the types of HDACs that are important for regulating the accumulation and immunosuppression of MDSCs in tumors.

Hepatocellular carcinoma (HCC) accounts for 75%–85% of liver cancers, with over 80% of patients diagnosed at an advanced stage, and a 5-year survival rate of only 10%–18% [17]. The first-line systemic treatment for advanced HCC shifted from multikinase inhibitors, such as sorafenib, to immunotherapy after the Food and Drug Administration approved the combination of a programmed death-ligand 1 monoclonal antibody (atezolizumab) and a VEGF antagonist (bevacizumab) in 2020. However, the objective response rate of immunotherapy is only approximately 30%, which is significantly higher than that of sorafenib (13%); however, 70% of patients with HCC remain unresponsive [18]. Therefore, the role and molecular mechanisms of tumor microenvironments in HCC immune evasion needs to be explored. MDSCs contribute to immune evasion and resistance in HCC. For example, MDSC elimination in patients with hepatitis can prevent or delay HCC development [19]. Tumor-infiltrating MDSCs inhibit effector T cells, mediate HCC immune escape, and promote tumor recurrence and metastasis [20, 21]. MDSC levels were found to increase in patients with HCC resistant to ICB therapy; thus, targeting MDSCs could improve immunotherapy outcomes [22, 23]. Therefore, we explored whether strategies targeting HDACs in MDSCs could enhance the efficacy of existing HCC therapies.

## Materials and methods

### Cell lines

The Hepa 1–6 (RCB1638) cell line was obtained from the RIKEN CELL BANK. The cells were thawed and cultured according to the RIKEN CELL BANK guidelines. Dulbecco’s modified Eagle medium (FUJIFILM Wako, Japan) containing 10% fetal bovine serum (FBS) (Gibco, USA) and 1% antibiotic–antimycotic mixed stock solution (100 ×) (Nacalai Tesque, Japan) was used. The cells were cultured in a CO_2_ incubator at 37 °C, saturated vapor pressure, and 5% CO_2_ and used within 1 month of thawing from the early passage (less than three passages in the original vial).

### Experimental animals

The C57BL/6 J mice were purchased from Japan SLC (Shizuoka, Japan). They were bred in a specific pathogen-free environment, and 6–8-week-old female mice were selected in the experiments. All animal experiments were conducted in compliance with regulations after obtaining approval from the Osaka University Experimental Animal Committee.

### In vitro MDSC differentiation

The bone marrow (BM) cells were differentiated into MDSCs in vitro. Briefly, BM cells from C57BL/6 J mice were stimulated with 40 ng/mL recombinant GM-CSF (Peprotech, NJ, USA) for 4 days. MS-275 (Carbosynth, UK), TC-H 106 (Tocris, UK), bufexamac (FUJIFILM, Japan), CXD101, TMP269, PCI-34051, Panobinostat, SAHA, TSA (MedChemExpress, USA), and SIS17 (Selleck, USA) were dissolved in dimethyl sulfoxide (DMSO) (10 mM), diluted with RPMI 1640 medium, and added at the initiation of in vitro MDSC differentiation. In examining the proteolytic system, MS-275 or CXD101 was added (250 nM) on day 4 of in vitro MDSC differentiation, MG-132 (5 µM; Selleck), 3-methyladenine (MA) (1 mM; Selleck) and cycloheximide (CHX) (10 µg/mL; MedChemExpress) were added at the same time as the above HDAC inhibitor. In vitro MDSCs were harvested at the indicated time points and subjected to flow cytometry.

### Flow cytometry

After washing various cells with 2% FBS/phosphate buffered saline (PBS), mononuclear cells were treated with TruStain FcX (anti-mouse CD16/32) antibody (Clone 93, BioLegend, USA) and incubated at 4 °C for 5 min to block Fc receptors. The following fluorescence-labeled antibodies were then allowed to react at 4 °C under light-shielding conditions for 15 min. The cells were then washed twice with 2% FBS/PBS. The 7-amino-actinomycin D Viability Staining Solution (BioLegend) was added to eliminate dead cells, and we analyzed surface antigen expression using a flow cytometer (BD FACSCanto II, BD Biosciences, USA). Data were analyzed using the FlowJo software (BD Biosciences). The following antibodies were used: allophycocyanin (APC)-labeled anti-mouse CD11b (Clone M1/70, eBioscience, USA), Pacific Blue-labeled anti-mouse Gr-1 (Clone RB6-8C5), fluorescein isothiocyanate (FITC)-labeled anti-mouse Ly-6G (Clone 1A8), APC-Cy7-labeled anti-mouse Ly-6C (Clone HK1.4), Pacific Blue-labeled anti-mouse CD45 (Clone 30-F11), FITC-labeled anti-mouse CD8α (Clone 53–6.7), FITC-labeled anti-mouse CD3ε (Clone 145-2C11), APC-labeled anti-mouse NK1.1 (Clone PK136), and phycoerythrin (PE)-labeled anti-mouse CCR2 (Clone SA203G11).

### Analysis of immunosuppressive function of MDSCs

CD4^+^ and CD8^+^ T cells were isolated from the spleen lymphocytes of healthy mice using MojoSort mouse CD4 nanobeads and a MojoSort mouse CD8α selection kit (BioLegend), according to the manufacturer’s protocol. The cells were suspended in RPMI 1640 medium (10% FBS, 2 mM GlutaMAX, 100 units/mL penicillin–streptomycin, 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, 100 μM nonessential amino acids, 1 mM sodium pyruvate, 55 μM 2-mercaptoethanol; Gibco) and seeded at 1 × 10^5^ cells/well in a 96-well plate. T cell proliferation was stimulated with anti-CD3ε (1 μg/mL)/CD28 (1 μg/mL) antibodies (BioLegend). The anti-CD3ε antibody was coated on each well of the plate via overnight incubation at 4℃ with PBS before coculture. CD4^+^ and CD8^+^ T cells were labeled with eFlour670 (eBioscience) and cocultured with in vitro MDSCs. The cell proliferation rate was analyzed after three days using flow cytometry.

### Establishment of orthotropic HCC mouse model

Hepa 1–6 cancer cells were transplanted into the liver of C57BL/6 J mice as previously described [24]. Mice were shaved and anesthetized with isoflurane using an experimental animal anesthesia device. They were placed in a supine position on a heat plate, and their abdomens were opened using a median incision. The middle lobe of the liver was exposed to a sterile cotton swab, and 20 µL of Hepa 1–6 cells/matrigel solution (Corning) (5 × 10^7^ cells/mL) was injected using a microsyringe (100 µL; Agilent, Japan). The injection site was pressed with a sterile cotton swab to stop bleeding and the middle lobe was returned to its original position. Finally, the abdomen was closed by continuous suturing of the abdominal wall with curved suture needles (Natsume Seisakusho), and the epidermis was fixed with an experimental animal automatic suture device (using forceps and suture clips of 9 mm, Natsume Seisakusho). Ten days after the inoculation of Hepa 1–6 cells, mice with a MDSC proportion in the blood greater than 20% were selected for further experimentation (Fig. S3A). The vehicle solution or MS-275 (5 mg/kg; Selleck) and CXD101 (5 mg/kg; MedChemExpress) were intraperitoneally administered daily for 10 days. MS-275 and CXD101 were prepared by dissolving them in 1% DMSO, 15% PEG300, and PBS. Anti-PD-1 antibody (Clone: J43) or IgG antibody (200 µg/mouse, Bio X Cell) was intraperitoneally administered every 3 days from 10 days after the inoculation of Hepa 1–6 cells. On day 21 after Hepa 1–6 transplantation, the livers were removed and photographed. The hard, white tumors were then separated from the livers, and their weights were measured.

### Mononuclear cell isolation

Spleen: mice spleens were collected and the cells were dispersed on a 70-µm cell strainer. After centrifugation at 330 × g, 4℃ for 5 min, the supernatant was aspirated. The obtained cells were resuspended in ammonium–chloride–potassium (ACK) lysis buffer to remove red blood cells and washed with 2% FBS/PBS to obtain splenic mononuclear cells.

Tumor: mice tumors were finely minced using scissors and dispersed in 100 units/mL collagenase I (Funakoshi, Japan), 2% FBS/PBS, and incubated at 37 °C for 30 min for cell dispersion. The tissue fragments were removed using a 70-µm cell strainer and after centrifugation at 330 × g, 4 °C for 6 min, the supernatant was aspirated. The cells were suspended in ACK lysis buffer to remove red blood cells and washed with 2% FBS/PBS to obtain mononuclear tumor cells.

Peripheral blood: peripheral blood collected from mice fundi was suspended in ACK lysis buffer to remove red blood cells and after centrifugation at 400 × g, 4 °C for 5 min, the supernatant was aspirated. This procedure was repeated once to obtain peripheral blood mononuclear cells.

### ATAC-seq analyses

M-MDSCs (CD11b^+^Ly-6C^hi^Ly-6G^−^; purity > 95%) were sorted from isolated tumors using JSAN (KS-Techno, Japan). ATAC-seq libraries were prepared using an ATAC-seq Kit (Active Motif, USA), according to the manufacturer’s protocol. Briefly, 1 × 10^5^ M-MDSCs were lysed with ATAC lysis buffer and nuclei were centrifuged at 500 × g, 4 °C for 10 min. Nuclei were then suspended in 50 µL of Tagmentation Master Mix and incubated at 37 °C for 30 min with shaking. DNA was purified using a DNA purification column and polymerase chain reaction (PCR) was performed for 10 cycles to introduce sequencing adapters into the open chromatin regions. The library DNA was purified using solid-phase reversible immobilization beads. Molecular weights were checked, and libraries were quantified using a Bioanalyzer and submitted for next-generation sequencing (NGS) to the Genome Information Research Center, Research Institute for Microbial Diseases, Osaka University. FASTQ files were received and ATAC-seq data were analyzed using Active Motif’s Basepair Portal web tool with an automated pipeline. The ATAC-seq libraries had an average of > 70 million reads per sample. Sequenced reads were mapped to the mouse reference genome mm10 using Bowtie2, and differential analyses and gene annotation were performed using MACS2 (default options: no model; *p* < 0.00001; shift: 0). In this analysis, promoters were defined as those located 5 kb upstream of the transcription start site. ATAC-seq tracks were visualized using the Integrative Genomics Viewer (v.2.11.0).

### RNA-seq analyses

Total RNA was extracted from M-MDSCs sorted from tumors using the miRNeasy Mini Kit (Qiagen, Germany). RNA libraries were prepared using TruSeq stranded mRNA sample prep kit (Illumina, USA) and sequenced on Illumina NovaSeq 6000 platform (101 bp single-end mode). RNA extraction for NGS was outsourced to the Genome Information Research Center of the Research Institute for Microbial Diseases, Osaka University, Japan. RNA-seq data were analyzed using the BioJupies web tool and a volcano plot was generated. Genes with adjusted *p* < 0.05 and fold change > 1.5 were extracted as significantly differentially expressed genes.

### Quantitative real-time (qRT)-PCR

Total RNA was extracted from M-MDSCs sorted from tumors or in vitro MDSCs using TRIzol reagent (Thermo Fisher Scientific, USA), and reverse transcription was performed using the QuantiTect Reverse Transcription Kit (QIAGEN, Germany). The cDNA of each gene was amplified using TB Green Premix Ex Taq II (TaKaRa, Japan), and PCR was performed using the CFX96 Real-Time PCR system (Bio-Rad, USA). Expressions were compared using the ∆∆Ct method and mRNA expressions were normalized to those of mouse *Gapdh* mRNA. 

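Gapdh encodes glyceraldehyde-3-phosphate dehydrogenase and served as the reference gene of the qRT-PCR. It lies on the minus strand of chromosome 6 of GRCm38, from 125161715 to 125166467 in the GENCODE annotation. The forward primer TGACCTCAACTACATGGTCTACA matched chromosome 6 from 125163330 to 125163352, and the reverse primer CCGTGAGTGGAGTCATACTGG matched 125163305 to 125163325. Both sites were in the coding sequence of exon 3 of the 7 exons of transcript Gapdh-201, and the product was 48 bp long. The forward primer matched 8 and the reverse primer 9 of the 13 annotated Gapdh transcripts. The forward primer also matched annotated transcripts of 139 other genes, of which 132 were pseudogenes, and the reverse primer those of 15 other genes, of which 14 were pseudogenes.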

The primers used are listed as follows: *Gapdh*, 5ʹ-TGACCTCAACTACATGGTCTACA-3ʹ (forward); 5ʹ-CCGTGAGTGGAGTCATACTGG-3ʹ (reverse). *Ccr2*, 5ʹ-ATCCACGGCATACTATCAACATC-3ʹ (forward); 5ʹ-CAAGGCTCACCATCATCGTAG-3ʹ (reverse). 

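Ccr2 encodes the receptor of the chemokine CCL2 and lies on the plus strand of chromosome 9 of GRCm38, from 124101950 to 124113557. The forward primer matched 124105715 to 124105737 and the reverse primer 124105798 to 124105818 on chromosome 9. Both sites lay in the coding sequence within 1 exon, so that the 104 bp product spanned no intron. Each primer matched 4 of the 4 annotated Ccr2 transcripts and 0 transcripts of other genes.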

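Nedd4 encodes a HECT-type E3 ubiquitin ligase and lies on the plus strand of chromosome 9 of GRCm38, from 72662346 to 72749852. The forward primer TCGGAGGACGAGGTATGGG crossed the junction of exons 1 and 2 of a coding Nedd4 transcript, with its first part at 72662602 to 72662613 and its last part at 72669952 to 72669958. The reverse primer GGTACGGATCAGCAGTGAACA matched 72670082 to 72670102 in exon 2. All of these positions were coding, and the product was 163 bp long. Of the 10 annotated Nedd4 transcripts, the forward primer matched 4 and the reverse primer 6. Neither primer matched an annotated transcript of another gene.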

*Nedd4*, 5ʹ-TCGGAGGACGAGGTATGGG-3ʹ (forward); 5ʹ-GGTACGGATCAGCAGTGAACA-3ʹ (reverse).

### Western blot

In vitro MDSCs were harvested and lysed in RIPA buffer (Beyotime, China) containing protease and phosphatase inhibitors for 30 min on ice. The lysates were then centrifuged at 14,000 rpm for 15 min at 4 °C, and the supernatants were collected and determined protein concentrations using the BCA protein assay (Thermo Scientific). Equal amounts of each sample diluted in 5 × SDS loading buffer were subjected to SDS polyacrylamide gel electrophoresis and then transferred to polyvinylidene fluoride (PVDF) membranes (Millipore). The membranes were blocked with 5% nonfat dry milk in TBST for 2 h, followed by overnight incubation with primary antibodies at 4 °C. The primary antibodies used were *β*-actin (1:20,000, cat no. 66009, Proteintech, China), NEDD4 (1:1000, cat no. 21698, Proteintech), CCR2a (1:1000, cat no. 16153, Proteintech), and ubiquitin (1:1000, cat no. 10201, Proteintech). After three washes with TBST, the membranes were incubated with HRP-labeled secondary antibodies (Beyotime). The protein levels were detected using an ECL-plus kit (Beyotime) and visualized using autoradiography film (Clinx, China).

### Immunoprecipitation and immunoblotting

Immunoprecipitation was conducted using the Immunoprecipitation Kit with Protein G Magnetic Beads (Beyotime). Briefly, cells were washed with cold PBS and lysed in lysis buffer supplemented with a protease inhibitor cocktail. Protein-G Magnetic beads were incubated with the primary antibodies for NEDD4 (50 μg/mL, cat no. 21698, Proteintech) or CCR2 (50 μg/mL, cat no. 16153, Proteintech), respectively, and rotated gently for 1 h at room temperature. Subsequently, the cell lysate was mixed with the antibody-bound Protein-G Magnetic beads and gently rotated overnight at 4 °C. The immunoprecipitates were then washed three times with wash buffer to remove unbound proteins. Proteins were recovered by boiling the beads in 5 × SDS loading buffer and analyzed by western blotting as described previously.

### Immunofluorescence staining

After being treated with CXD101 (250 nM) and MG-132 (5 µM) for 6 h, in vitro MDSCs were harvested and washed with ice-cold PBS three times, then fixed in 4% paraformaldehyde for 30 min. To permeabilize the cells, 0.1% Triton X-100 was added for 15 min at room temperature, and 3% BSA was used to block cells for 30 min. Cells were stained with a primary antibody against NEDD4 (1:200, cat no. 21698, Proteintech) and CCR2 (1:2000, cat no. 16153, Proteintech). CCR2 staining is pseudo-colored red (Cy3), and NEDD4 staining is pseudo-colored green (Alexa Fluor 488). The nuclei were stained with 4’,6-diamidino-2-phenylindole (DAPI). Immunofluorescent images were recorded using a fluorescence scanning device (3DHISTECH, Sysmex, Switzerland).

### Lentivirus construction and cell transduction

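The short hairpin RNA (shRNA) against Nedd4, GCTCAAGAAGCAGACTGACAT, was matched to the annotated mouse transcripts of GRCm38. It crossed the junction of exons 18 and 19 of the 29 exons of a coding Nedd4 transcript, at 72732645 to 72732657 and 72735010 to 72735017 on chromosome 9, within the coding sequence. It matched 1 of the 10 annotated Nedd4 transcripts and 0 transcripts of other genes over its full length. The control sequence TTCTCCGAACGTGTCACGT matched 0 annotated mouse transcripts.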

Lentiviral constructs for *Nedd4*-specific shRNA (sh-Nedd4) and negative control shRNA (sh-NC) were prepared by Shanghai GeneChem (Shanghai, China), with sequences 5′-GCTCAAGAAGCAGACTGACAT-3′ and 5′-TTCTCCGAACGTGTCACGT-3′, respectively, and titers of 1 × 10^9^ TU/mL. BM cells (1 × 10^5^ per well) were seeded in 48-well plates and transduced with lentiviruses at a multiplicity of infection (MOI) of 400, supplemented with HitransG A and GM-CSF (40 ng/mL). After 72 h of incubation at 37°C in a 5% CO_2_ incubator, the efficiency of shRNA was determined by GFP expression and qRT-PCR for *Nedd4* knockdown, followed by treatment with CHX (10 µg/mL) and CXD101 (250 nM) for 12 h before flow cytometry analysis.

### Statistical analyses

GraphPad Prism (GraphPad Software, USA) was used for statistical analyses and *p*-values were calculated using Student’s *t* test, one-way ANOVA, two-way ANOVA, log-rank test, or Pearson’s correlation coefficient test.

### Data availability statement

NGS data are available in GEO under the accession number GSE232268. All data are available from the corresponding authors upon request.

### Ethics approval

This study protocol was reviewed and approved by [The Animal Experiment Committee of Osaka University], approval number [Douyaku R03-7–2].

## Results

### HDAC1-3 inhibitors reduce CCR2 expression and the immunosuppressive function of MDSCs

The expression of CCR2, a chemokine receptor on the surface of M-MDSCs, regulates their migration toward tumors and promotes tumor progression [25]. We have previously reported that VPA can significantly reduce CCR2-expressing M-MDSCs, specifically by reducing their accumulation in tumors and inhibiting the growth of lymphoma and melanoma. Therefore, we conducted further studies to investigate HDAC inhibitors that are important for CCR2 expression on MDSCs. Consistent with previous studies, CCR2 was absent in PMN-MDSCs but was present in M-MDSCs (Fig. 1A). VPA treatment significantly reduced the proportion of CCR2^+^ M-MDSCs. HDAC1-3 inhibitors (MS-275, CXD101, and TC-H 106) and pan-HDAC inhibitors reduced the CCR2^+^ population in M-MDSCs, whereas the other HDAC inhibitors exhibited no effects (Fig. 1A). Our results indicate that MS-275 and CXD101 at concentrations below 500 nM, and TC-H 106 at 2000 nM, effectively downregulated CCR2 expression in a dose-dependent manner without significantly affecting cell proliferation (Fig. S1A, B). Thus, HDAC1-3 enhanced CCR2 expression on MDSCs.

**Fig. 1:**
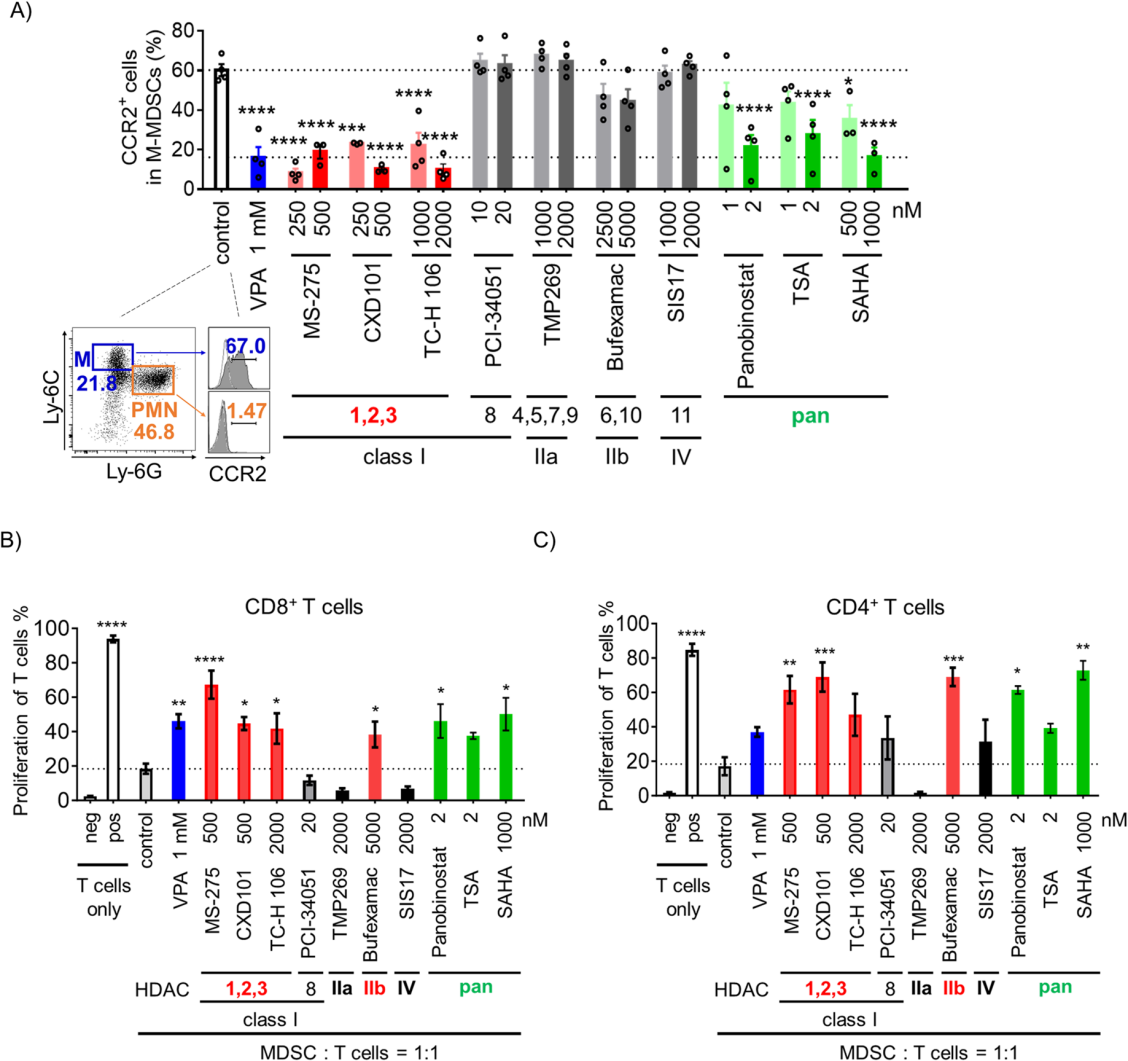
HDAC1-3 inhibitors reduce CCR2 expression and the immunosuppressive function of MDSCs. After 4 days of culture in medium supplemented with GM-CSF (40 ng/mL) with or without the addition of different concentrations of HDAC inhibitors, CCR2 expression on M-MDSCs was assessed using flow cytometry. **A** Gating strategy used for analysis of CCR2 on M-MDSCs and PMN-MDSCs. CCR2 expression in M-MDSCs treated with HDAC inhibitors. Data represent mean ± S.E.M., pooled from three or four independent experiments (*p < 0.05, ***p < 0.001, ****p < 0.0001 by one-way ANOVA, compared with control group). **B**, **C** MDSCs treated with different HDAC inhibitors were combined in a 1:1 ratio with eFluor 670-labeled CD4^+^ or CD8.^+^ T cells, followed by stimulation with anti-CD3ε/anti-CD28 antibodies. Data represent mean ± S.E.M. of three independent experiments (one-way ANOVA: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001, compared with control group). Neg, negative control (T cell only, without anti-CD3ε/anti-CD28 antibodies stimulation); pos, positive control (T cell only, with anti-CD3ε/anti-CD28 antibodies stimulation)

We examined the HDAC inhibitors that are important for regulating the immunosuppressive function of MDSCs. As previously reported, control MDSCs without HDAC inhibitors potently inhibited T cell proliferation, whereas pan-HDAC inhibitors, including VPA, reduced the immunosuppressive function of MDSCs (Fig. 1B, C). MDSCs that were stimulated with HDAC1-3 inhibitors but not with HDAC8 inhibitors enhanced T cell proliferation compared to control MDSCs, as did VPA (Fig. 1B, C). MDSCs stimulated with the class IIb inhibitor bufexamac also exhibited increased T cell proliferation compared to control MDSCs. Conversely, MDSCs treated with the class IIa HDAC inhibitor (TMP269-treated MDSCs) suppressed T cell proliferation more than control MDSCs (Fig. 1B, C), indicating that the immunosuppressive function of MDSCs may be increased by class IIa HDAC inhibition. SIS17-treated MDSCs (a class IV HDAC inhibitor) exhibited a stronger suppression of CD8^+^ T cell proliferation than control MDSCs (Fig. 1B). Thus, different HDACs have different effects on the immunosuppressive functions of MDSCs, particularly targeting HDAC1-3 or class IIb HDACs can inhibit MDSC-suppressive activity. Therefore, HDAC1-3 inhibitors decreased CCR2 expression on MDSCs, attenuated their immunosuppressive function, and were considered effective MDSC inhibitors.

### Antitumor effects of HDAC1-3 inhibitors in Hepa 1–6 HCC mouse model

To investigate the potential of HDAC1-3 inhibitions in cancer therapy, we analyzed the expression and prognostic value of HDAC1, 2, and 3 in various cancers using the GEPIA2 web tool based on The Cancer Genome Atlas database [26]. We found that only in liver HCC (LIHC), HDAC1, 2, and 3 expression was significantly associated with survival rate and was higher in tumor tissue than normal tissue (Fig. S2A-G). Using TIMER 2.0 [27], we observed a positive correlation between HDAC1, 2, and 3 expression and tumor-infiltrating MDSCs in LIHC (Fig. S2H). These findings suggest that elevated levels of HDAC1, HDAC2, and HDAC3, possibly linked to MDSC infiltration, may contribute to worsened disease outcomes in LIHC.

To further investigate the antitumor effects of the HDAC1-3 inhibitors, MS-275 and CXD101, Hepa 1–6 orthotropic HCC model mice were used (Fig. 2A). A dosage of 5 mg/kg MS-275 and CXD101 was intraperitoneally administered daily for 10 days to Hepa 1–6 transplanted mice because this dosage significantly reduced M-MDSC CCR2 expression without causing noticeable weight loss in mice (Fig. S3B, Fig. S4E). They were found to inhibit tumor growth compared to that in the control mice (Fig. 2B). These inhibitors decreased CCR2 expression on M-MDSCs from the spleen, blood, and tumors (Fig. 2C, S4A). MS-275 tended to reduce M-MDSCs in the blood and tumors, and CXD101 treatment significantly reduced these numbers (Fig. 2D). However, PMN-MDSCs from each tissue did not exhibit any differences (Fig. S4B). HDAC1-3 inhibitors did not increase CD8^+^ T cells in tumors but significantly increased NK cells (Fig. 2E, S4C). Furthermore, the number of M-MDSCs was positively correlated with tumor weight and negatively correlated with NK cell number, indicating that M-MDSCs are key cells in HCC progression (Fig. 2F, S4D). An independent repeat of the experiment revealed similar trends in the results (Fig. S5). In vitro treatment of Hepa 1–6 cells with MS-275 or CXD101 resulted in inhibition of their proliferation in a dose-dependent manner (Fig. S6). However, at concentrations below 500 nM, they had little effect on cancer cells (Fig. S6) and strongly affected MDSCs (Fig. S1B). Therefore, the anticancer effects of MS-275 and CXD101 in vivo may be mediated by MDSCs rather than by cancer cells. Thus, HDAC1-3 inhibitors may reduce the number of M-MDSCs and relieve the tumor immune suppression microenvironment, thereby limiting HCC progression.

**Fig. 2:**
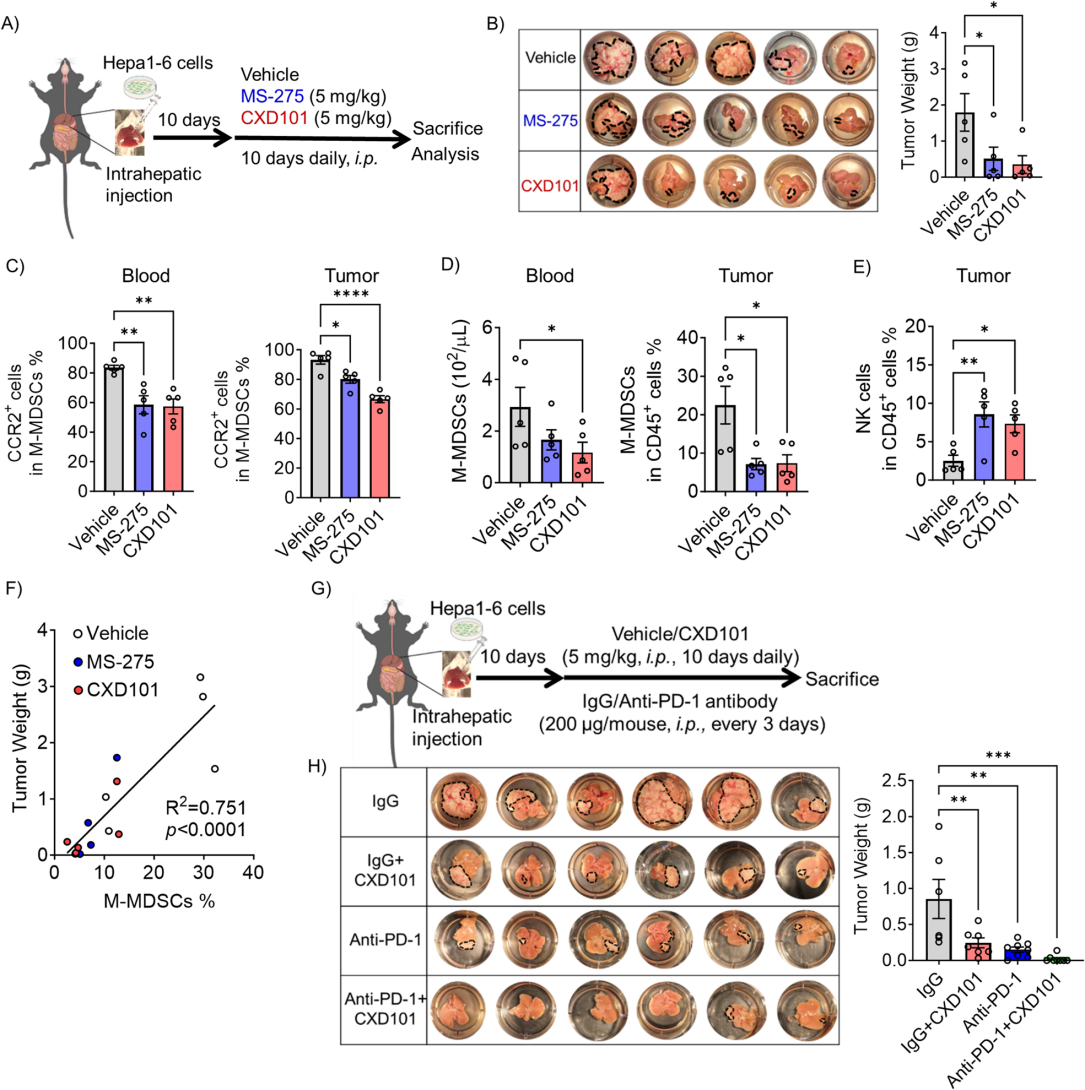
HDAC1-3 inhibitors impaired Hepa 1–6 tumor development. **A** orthotropic mouse model using Hepa 1–6 cells was established and administered drugs as per the dosing schedule. **B** Endpoint tumor weight was measured with representative images displaying tumor morphology. **C** The proportion of CCR2^+^ cells among total M-MDSCs from blood and tumors were assessed using flow cytometry. **D** Flow cytometry of the M-MDSCs (CD11b^+^Ly-6G^−^Ly-6C^hi^) in blood and tumors. **E** Flow cytometry of the tumor NK cells (CD3ε^−^NK1.1^+^) in CD45^+^ live cells. **F** Correlation between M-MDSCs and tumor weight in Hepa 1–6 tumor sites was determined using Pearson’s correlation coefficient test. The above data represent mean ± S.E.M. from one of the representative experiments, with *n* = 5 per group (*p < 0.05, **p < 0.01, ****p < 0.0001 by one-way ANOVA). **G** Ten days after inoculation with Hepa 1–6 cells, the mice were administered intraperitoneal injection of vehicle, MS-275, or CXD101 (5 mg/kg) daily in combination with an anti-PD-1 antibody or IgG (200 µg/mouse) every 3 days until day 20. **H** Endpoint tumor weight was measured with representative images displaying tumor morphology. Data represent mean ± S.E.M. with *n* = 6–8 per group (**p < 0.01, ***p < 0.001 by two-way ANOVA)

The potential of HDAC1-3 inhibitors to enhance the antitumor effects of anti-PD-1 antibodies was examined. While treatment with CXD101 alone or anti-PD-1 antibody alone significantly inhibited tumor growth, residual tumors persisted. Notably, the combined treatment resulted in 75% (6/8) of tumor-free cases, demonstrating enhanced efficacy (Fig. 2G, H). Therefore, HDAC1-3 inhibitors potentiate the antitumor effects of anti-PD-1 antibodies in an orthotropic HCC mouse model. Additionally, we did not observe any significant weight loss in the mice throughout the treatment period, suggesting that the administered drugs did not have apparent toxic side effects (Fig. S4E).

### ATAC-seq and RNA-seq analyses of M-MDSCs treated with HDAC1-3 inhibitors

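M-MDSCs are the monocytic subset of myeloid-derived suppressor cells, sorted here from tumors of the mouse hepatoma line Hepa 1-6 as CD11b+ cells with high Ly-6C and without Ly-6G. RNA-seq libraries were made from M-MDSCs of vehicle-, MS-275- and CXD101-treated mice, with 2 libraries per group. The drugs were given at 5 mg/kg for 10 days, starting 10 days after inoculation, and cells were collected on day 21. Libraries were prepared with a stranded mRNA kit, and the authors deposited 1 FPKM value per gene symbol, which is scaled to transcript length and library size. The paper's text does not name the aligner, the genome build or the annotation behind these FPKM values, nor whether reads were assigned by strand. The files hold no counts, so the depth was estimated from the steps between low FPKM values and annotated transcript lengths. It came to 8.32 to 10.7 M reads per M-MDSC library, with a median of 9.34 M. At the median depth of all 12 libraries, 16.5 reads gave an FPKM of 1 in a transcript of 2 kb.
The FPKM values were used without further scaling and analyzed as log2(FPKM + 1) with limma, in 1 model over the 6 M-MDSC libraries. A fold change on this scale understates the change of genes with low FPKM. Genes with an FPKM of at least 1 in at least 2 libraries were tested, which left 11078 genes. Upregulated and downregulated genes had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5, the limits given in the paper's methods. Replicate libraries correlated with r = 0.991 across genes in each group, and the median standard error of a log2 fold change was 0.0975. In simulated data with 200 genes changed by a log2 fold change of 1, 195 were called in the right direction, and 9 unchanged genes were called among the 11078. The ATAC-seq data were not analysed here.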

To further elucidate the molecular mechanisms underlying HDAC1-3 inhibitors by MDSCs, we performed ATAC-seq and RNA-seq analyses of M-MDSCs isolated from Hepa 1–6 tumor-bearing mice treated with MS-275 or CXD101 (Fig. 3A). ATAC-seq identifies open chromatin regions using fragmentation and sequencing. In the MS-275-treated group, there were 19,195 peaks, of which 5387 (28.1%) were in the promoter region (Fig. 3B). In the CXD101-treated group, there were 6437 peaks, and 1737 (26.9%) were in the promoter region (Fig. 3B). 

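The 11 HDAC genes of Supplemental table 1 were examined in the RNA-seq libraries of sorted M-MDSCs. Hdac1, on chromosome 4 of GRCm38 from 129516104 to 129542713, had the highest FPKM of them, with 87.1 ± 1.12 in the vehicle group (SD, n = 2 libraries). It was 128 under MS-275 and 114 under CXD101. The log2 fold change was 0.55 under MS-275 (standard error 0.0538, adjusted p = 1.11e-04 from limma with Benjamini-Hochberg adjustment) and 0.38 under CXD101 (adjusted p = 0.00202 from the same limma model with Benjamini-Hochberg adjustment). The rise under MS-275 was below the fold change limit with the FPKM as deposited and above it with median-of-ratios scaling, at 0.59, and with quantile normalization, at 0.69. Hdac2 differed from vehicle by 0.03 under MS-275 and 0.06 under CXD101, and Hdac3 by 0.12 under both, none of which passed the adjusted p-value at these settings. With quantile normalization Hdac3 passed it under MS-275, at 0.26 (adjusted p = 0.0155, limma with Benjamini-Hochberg adjustment), below the fold change limit. Hdac7, which overlaps Slc48a1 on the other strand, increased from 3.89 ± 0.716 to 7.97 ± 0.131 FPKM under MS-275 and to 7.10 ± 0.843 under CXD101. Its log2 fold changes were 0.88 (adjusted p = 8.71e-04) and 0.73 (adjusted p = 0.00545, limma with Benjamini-Hochberg adjustment), and it was the only HDAC gene called under either inhibitor at these settings. Hdac8 rose by 0.54 under MS-275 and by 0.46 under CXD101, below the fold change limit, and passed it under MS-275 with a pseudocount of 0.1, at 0.65. The log2 fold changes of Hdac4, Hdac5, Hdac6 and Hdac10 lay between -0.20 and 0.05. Their signs were not resolved, since leaving out 1 library turned the sign of each under at least 1 inhibitor, and quantile normalization turned those of Hdac5 and Hdac10. Hdac9 and Hdac11 did not reach the FPKM minimum.

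**Figure D1:**
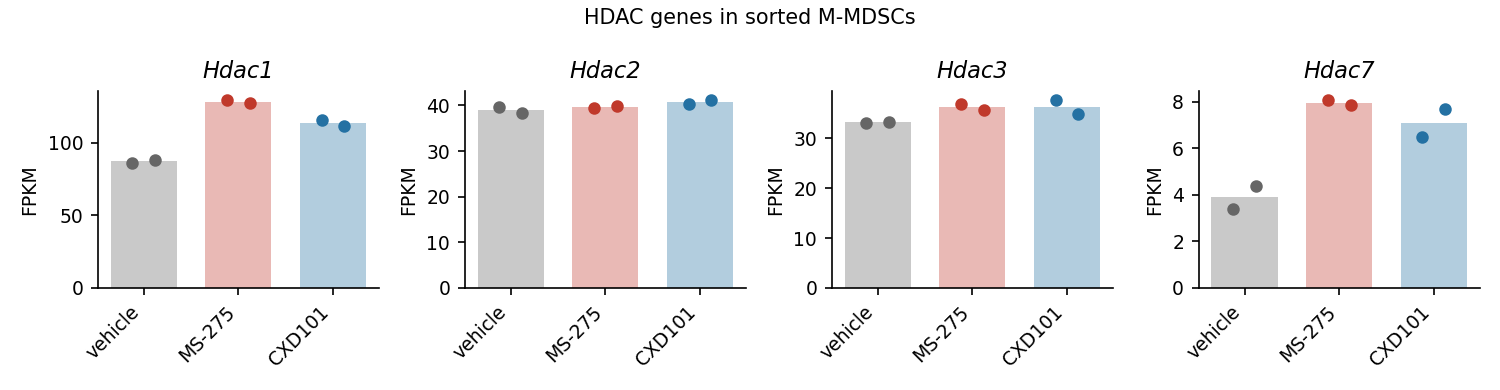
FPKM of Hdac1, Hdac2, Hdac3 and Hdac7 in sorted M-MDSCs of the vehicle, MS-275 and CXD101 groups, with each gene on its own scale from 0. Bars are the means and points the 2 libraries of each group. Hdac7 rises from 3.89 to 7.97 and 7.10, while the groups of Hdac2 stay between 38.9 and 40.7.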

RNA-seq was conducted to investigate changes in HDAC expression following MS-275 or CXD101 treatment and to identify genes with open chromatin promoters and increased expression. 

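In M-MDSCs of MS-275-treated mice, 1123 of the 11078 genes tested were higher than in the vehicle group (10.1%) and 811 were lower (7.32%). By adjusted p-value alone, without the fold change limit, 2123 genes were higher and 3021 lower, so that small decreases outnumbered small increases. The median log2 fold change of all genes was -0.06, against -0.02 with median-of-ratios scaling and -0.03 with quantile normalization. The counts by adjusted p-value alone were not computed with these scalings, so the excess of small decreases may in part reflect the scaling. The choice that moved the counts most was the fold change limit, since 526 genes were higher and 194 lower with a fold change above 2. Among genes with a mean FPKM of at least 5 in the higher group, the largest increase was that of Ly6a (chromosome 15, 74994877 to 74998031), from 1.48 ± 0.135 to 239 ± 21.1 FPKM (SD, n = 2). Its log2 fold change was 6.59 (standard error 0.254, adjusted p = 1.71e-06, limma with Benjamini-Hochberg adjustment), although the Ly6 family has close paralogs with which reads can be shared. Cd34 (chromosome 1, 194938819 to 194961279), which overlaps Gm16897 on the other strand, rose from 1.18 ± 0.545 to 35.8 ± 1.08 FPKM. Prg2, Spink2 and Ppbp followed with log2 fold changes of 3.72, 3.46 and 3.41, the last from 0.867 and 0 FPKM in the vehicle libraries. Among decreases, Snora31 and Bc1 were listed at 0 in both MS-275 libraries, against 49.6 and 25.6 FPKM for Snora31 and 9.36 and 9.71 for Bc1 in the vehicle libraries. Bc1 was at 0 in 10 of the 12 libraries. Both genes are short, with Snora31 at 75847905 to 75848034 on chromosome 14 and Bc1 at 144914470 to 144914637 on chromosome 7. Because FPKM is scaled to transcript length, few reads may stand behind these values. Stfa1, which has near-identical paralogs, Ccl17 and C1qb had log2 fold changes of -3.67, -3.58 and -3.27.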

MS-275 treatment resulted in 1716 upregulated genes compared to those in the vehicle group (Fig. 3C). Intersection with the ATAC-seq analysis yielded 775 common genes (Fig. 3D). 

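In M-MDSCs of CXD101-treated mice, 569 genes were higher than in the vehicle group (5.14%) and 332 were lower (3.00%). Again the fold change limit moved the counts most, to 174 higher and 87 lower with a fold change above 2. Prg2 (chromosome 2, 84980461 to 84983632), which encodes a granule protein of eosinophils, showed the largest increase by the same rule at these settings. It rose from 8.59 ± 2.88 to 97.8 ± 5.48 FPKM, a log2 fold change of 3.40 (standard error 0.175, adjusted p = 2.34e-05 from limma with Benjamini-Hochberg adjustment). Ly6a increased by 3.35, but its CXD101 libraries lay far apart, at 34.5 and 17.1 FPKM. Among the alternative settings Ly6a reached up to 3.95 and Prg2 up to 3.53, so their order depends on the setting. Epx and Gm1673 increased by 2.32 and 2.26. H2-Q6, one of a family of near-identical class I genes, had 7.45 and 2.77 FPKM in the CXD101 libraries against values near 0 in the vehicle libraries, and its call was lost without the filter on low FPKM. Of the largest decreases, Snora31, Mir6363, Mir8094 and Bc1 were small noncoding RNAs listed at 0 in both CXD101 libraries. As under MS-275, few reads may stand behind the FPKM of such short transcripts. Vehicle values were 23.3 and 48.0 FPKM for Mir6363 and 21.5 and 43.9 for Mir8094. Rps27, which has near-identical copies, had 1395 and 931 FPKM in the vehicle libraries and 87.9 and 153 in the CXD101 libraries, and its MS-275 libraries differed from each other with 74.8 and 840. With all 12 libraries in one model, H2-Q6, Snora31, Mir6363, Mir8094 and Rps27 lost their calls under CXD101. Without the filter, Mir6363, Mir8094 and Rps27 lost theirs too, and without the intensity trend Mir6363 and Rps27 did.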

CXD101 treatment resulted in the upregulation of 832 genes (Fig. 3C), with ATAC-seq peaks observed in the promoter regions of 125 genes (Fig. 3D). Among these, 115 genes were common to both the MS-275- and CXD101-treated groups and were considered candidates for epigenetic regulation by HDAC1-3 in M-MDSCs (Fig. 3D). 

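Before any intersection with ATAC-seq, 511 genes were upregulated in M-MDSCs under both inhibitors and 267 were downregulated under both. No gene was higher under MS-275 and lower under CXD101, and 2 genes went the other way. Of the genes upregulated by CXD101, 89.8% were also upregulated by MS-275, and 45.5% of those upregulated by MS-275 were upregulated by CXD101. Both comparisons share the vehicle libraries, so all 6 libraries, vehicle included, were simulated without any change in 20 draws. The draws used each gene's mean and spread, so a deviation of the real vehicle libraries is not part of them. These gave at most 1 gene higher under both, and independence of the observed calls would give 57.7. Across the tested genes, which are not independent replicates, the log2 fold changes of the inhibitors correlated with Pearson's r = 0.836 and Spearman's rho = 0.831. The simulated unchanged groups reached a mean r of 0.495. With a different vehicle library for each comparison, r was 0.697 or 0.679. Over the genes called under MS-275, the median ratio of the CXD101 to the MS-275 change was 0.577. Tested directly, 357 genes were higher and 130 lower under MS-275 than under CXD101, and 142 of the 511 shared upregulated genes were higher under MS-275. The paper takes its candidates for regulation by HDAC1-3 from such shared upregulated genes, with a gained promoter peak as a further condition.

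**Figure D2:**
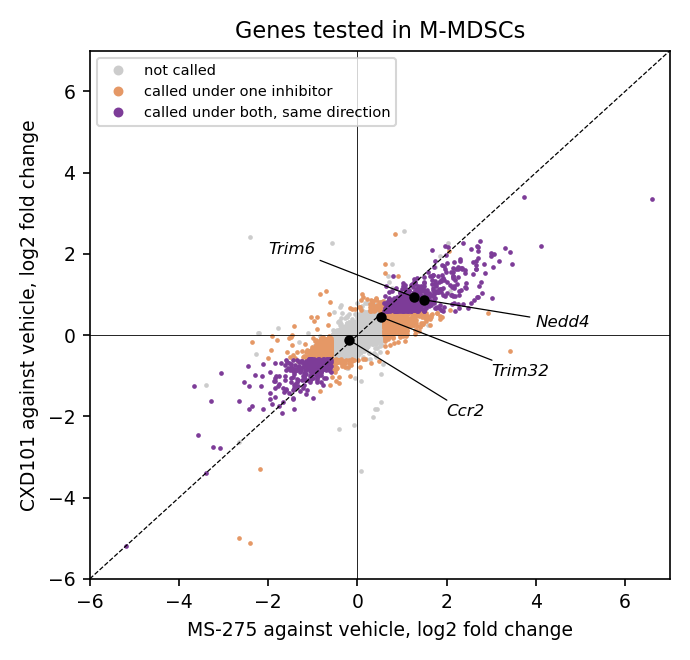
Log2 fold change of each tested gene in M-MDSCs under MS-275 (horizontal axis) and under CXD101 (vertical axis), each against vehicle. Points are genes, coloured by whether they were called under both inhibitors in the same direction, under 1 or under neither, black points mark Nedd4, Trim6, Trim32 and Ccr2, and the dashed line marks equal changes. Of the genes called under both, 511 are higher and 267 are lower.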

Gene ontology enrichment analysis [28] of the 115 identified genes revealed annotations related to transcriptional regulation and ubiquitination (Fig. 3E).

**Fig. 3:**
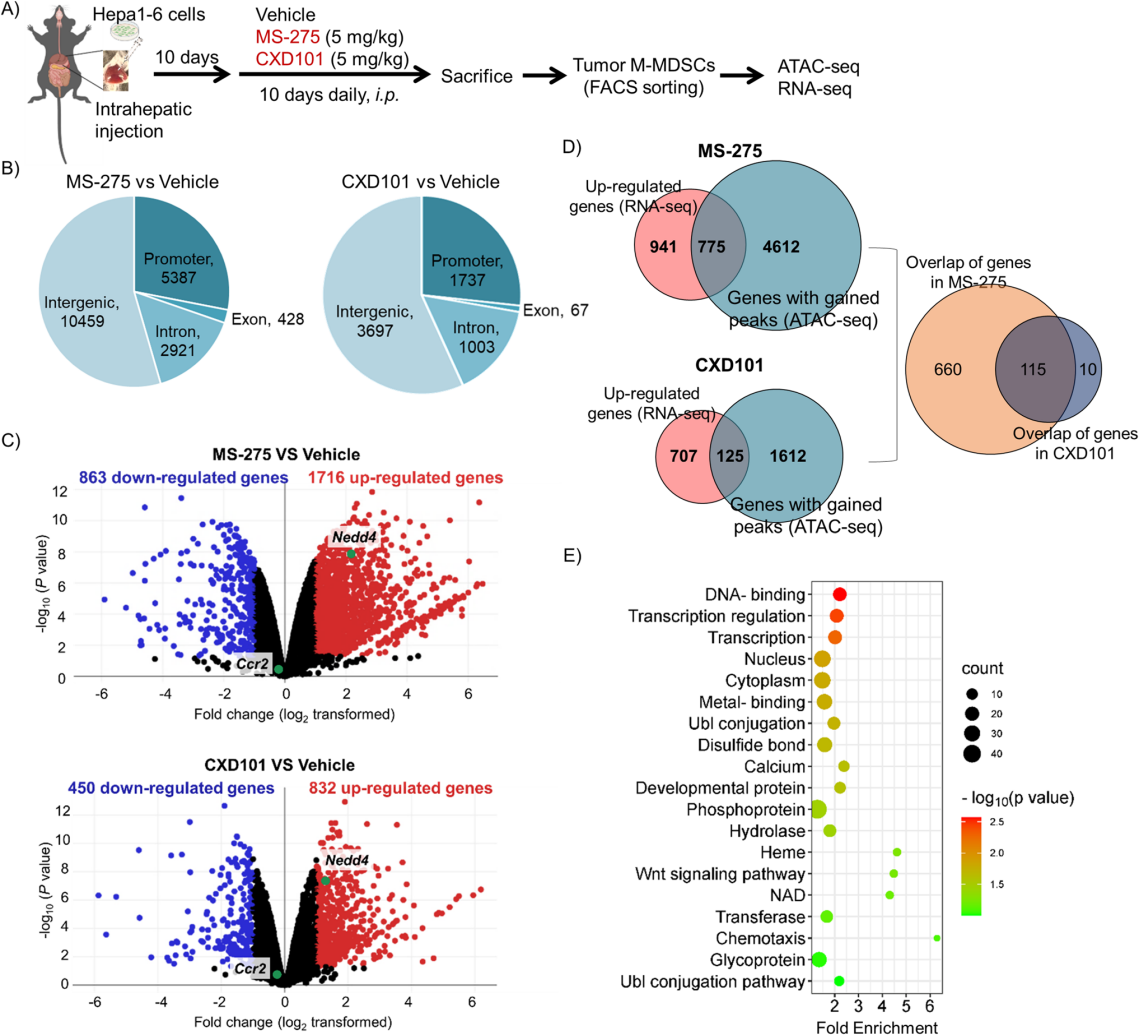
Identifying HDAC1-3 inhibitors-induced M-MDSC epigenetic changes. **A** The drug dosing schedule is shown. M-MDSCs sorted from Hepa 1–6 tumor site were used for ATAC-seq and RNA-seq. **B** Proportions and number of the ATAC-seq peaks annotated to different genomic regions in MS-275 and CXD101 groups versus the vehicle group (*n* = 2 biological replicates). **C** Volcano plots showing differences in mRNA expression profiles of MDSCs (*n* = 2 biological replicates). **D** Venn diagram showing an overlap of genes with significantly gained ATAC-seq signal and upregulated genes (RNA-seq) compared with the vehicle group. **E** DAVID analyses of the identified 115 genes using the UP_KEYWORDS Functional Category (count > 2 with *p* < 0.05)

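Of the genes compared in Fig. 3C, Ccr2 was expressed at 142 ± 7.19 FPKM in the M-MDSCs of vehicle-treated mice (SD, n = 2 libraries). It was 124 ± 0.485 FPKM under MS-275 and 131 ± 8.62 FPKM under CXD101. The log2 fold change under MS-275 was -0.19 (standard error 0.0658, adjusted p = 0.0456, limma with Benjamini-Hochberg adjustment), well under the fold change limit. With median-of-ratios scaling the adjusted p from limma with Benjamini-Hochberg adjustment was 0.096, and with quantile normalization it was 0.657. Under CXD101 the log2 fold change was -0.12, which the spread between libraries did not exclude from 0 (adjusted p = 0.228, limma and Benjamini-Hochberg), and it ranged from -0.19 to -0.05 when each library was left out in turn. The inhibitors themselves did not differ in Ccr2, with -0.07 between MS-275 and CXD101 (adjusted p = 0.524, limma and Benjamini-Hochberg).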

### NEDD4 induces degradative ubiquitination of CCR2

We first quantified *Ccr2* mRNA expression in M-MDSCs and found that HDAC1-3 inhibitors did not significantly alter *Ccr2* mRNA expression (Fig. 4A), suggesting that HDAC1-3 inhibitors did not affect *Ccr2* transcriptional activity. We used the proteasome inhibitor MG-132 and revealed that MG-132 prevented the CXD101-induced decrease in CCR2 expression in M-MDSCs (Fig. 4B, H). However, the autophagy inhibitor 3-MA did not prevent the HDAC1-3 inhibitor-induced decrease in CCR2 expression (Fig. 4C). Furthermore, CXD101 treatment increased the ubiquitin level of CCR2 protein (Fig. 4D). These results revealed that HDAC1-3 reduced CCR2 protein levels by degrading it via the ubiquitin–proteasome system.

**Fig. 4:**
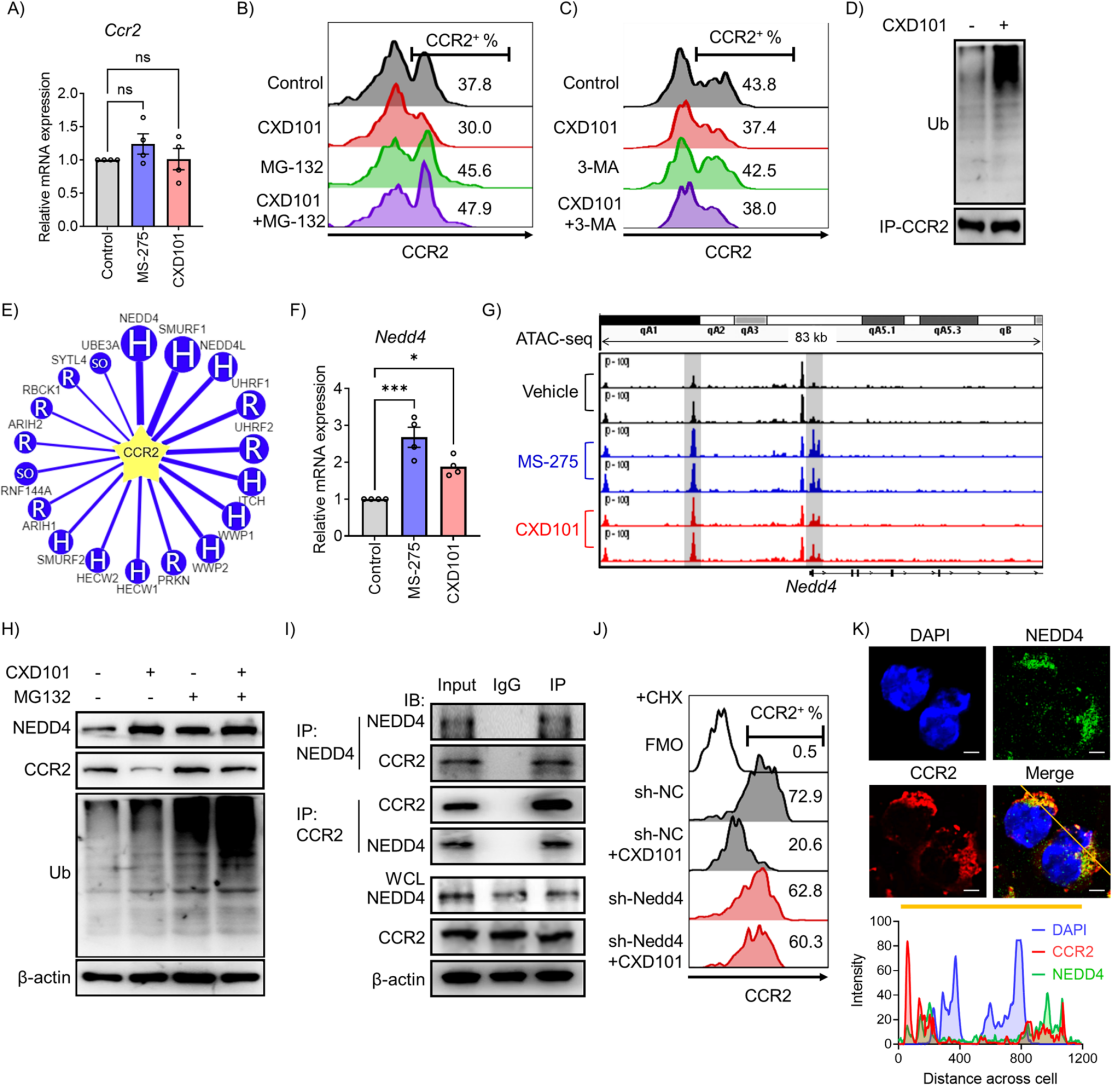
Proteasome-dependent degradation regulates CCR2 expression in M-MDSCs. **A** Total RNA was extracted from in vitro M-MDSCs, and qRT-PCR was performed to measure the mRNA expression of *Ccr2* (*n* = 4 biological replicates). **B** Flow cytometry of CCR2 expression on in vitro M-MDSCs after 6 h of treatment with CXD101 (250 nM), MG-132 (5 µM), or CXD101 and MG-132. **C** Flow cytometry of CCR2 expression on in vitro M-MDSCs after 6 h of treatment with CXD101 (250 nM), 3-MA (1 mM), or CXD101 and 3-MA. **D** In vitro MDSCs treatment with CXD101 (250 nM) for 6 h. Cell lysates were immunoprecipitated with anti-CCR2 and analyzed by immunoblotting with Ubiquitin antibody. **E** The network view of the predicted E3 ligase for CCR2 by UbiBrowser2.0 web server. CCR2 locates in the center of the canvas. The predicted E3 ligases surround the substrate, the edge width and surrounding node size are positively correlated with the confidence of prediction. The letters in node represent different E3 ligase types (H, HETC; R, RING; SO, SINGLE Other). **F** Total RNA was extracted from in vitro M-MDSCs, and qRT-PCR analysis was performed to measure the mRNA expression levels of *Nedd4* (*n* = 4 biological replicates). **G** Normalized ATAC-seq tracks of *Nedd4* locus in Vehicle, MS-275, and CXD101 group. **H** In vitro MDSCs treated with CXD101 (250 nM), MG-132 (5 µM), or CXD101 and MG-132 for 6 h. The protein levels of NEDD4, CCR2, and ubiquitin were analyzed by western blot. **I** Coimmunoprecipitation was conducted with NEDD4 and CCR2 antibodies. The coimmunoprecipitated mixture was separated by SDS-PAGE and evaluated by immunoblotting. **J** Flow cytometry of CCR2 expression on in vitro M-MDSCs after 12 h of treatment with CXD101 (250 nM), sh-NC, or sh-NEDD4. **K** Immunofluorescence assay demonstrated the colocalization of NEDD4 and CCR2 in MDSCs (green NEDD4, red CCR2, and blue DAPI), white scale bars: 10 µm. FMO, Fluorescence Minus One; IP, Immunoprecipitation; IB, immunoblot; WCL, whole cells lysate

Ubiquitination is a reversible process in which the removal of ubiquitin chains is facilitated by approximately 90 deubiquitinases (DUBs) in humans. The regulation of protein ubiquitination is achieved through a balance between E3 ligase-mediated ubiquitination and DUB-mediated de-ubiquitination. 

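In the RNA-seq libraries of sorted M-MDSCs, 74 of 85 listed DUB genes were tested. Under MS-275, 5 DUB genes were higher and 1 was lower, and the same numbers held when adjusted over the list alone. Usp44 rose most, from 0.941 ± 0.175 to 5.45 ± 0.253 FPKM, with a log2 fold change of 1.74 (adjusted p = 2.95e-05, limma with Benjamini-Hochberg adjustment). Uchl1, Otub2, Usp18 and Otud7b rose by 0.65 to 0.80, and Fam63a fell by 0.59 on the log2 scale. With quantile normalization Otub2, Usp18, Otud7b and Fam63a lost their calls, and Fam63a also lost its call with median-of-ratios scaling. Under CXD101, Usp44 alone was called, at 0.67, and it too lost its call with quantile normalization, at 0.52. The median log2 fold change of the DUB genes was -0.07 under either inhibitor.
Among E3 ligase genes, Nedd4 had 10.5 ± 2.05 FPKM in the vehicle group, 30.9 ± 3.64 under MS-275 and 19.8 ± 0.752 under CXD101 (SD, n = 2). The log2 fold change was 1.48 under MS-275 (standard error 0.129, adjusted p = 6.34e-05) and 0.87 under CXD101 (adjusted p = 0.00246, both from limma with Benjamini-Hochberg adjustment). Nedd4 was higher under MS-275 than under CXD101 by 0.61 (adjusted p = 0.0197, limma and Benjamini-Hochberg), a difference that lost its call without the filter on low FPKM (adjusted p = 0.0634). Trim6 (chromosome 7, 104218793 to 104235152) was low in all groups, with 0.858 ± 0.0124 FPKM in the vehicle group, 3.51 ± 0.352 under MS-275 and 2.59 ± 0.787 under CXD101. Its log2 fold changes were 1.28 and 0.93 (adjusted p = 5.24e-04 and 0.00598, limma with Benjamini-Hochberg adjustment). Trim32 (chromosome 4, 65604986 to 65616238) went from 3.55 ± 0.241 to 5.55 ± 0.797 FPKM under MS-275 and 5.23 ± 0.64 under CXD101. Its log2 fold changes of 0.52 and 0.45 passed the adjusted p-value (0.0117 and 0.0389, limma and Benjamini-Hochberg) but not the fold change limit. With a pseudocount of 0.1, Trim32 passed both limits under MS-275, at 0.62.

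**Figure D3:**
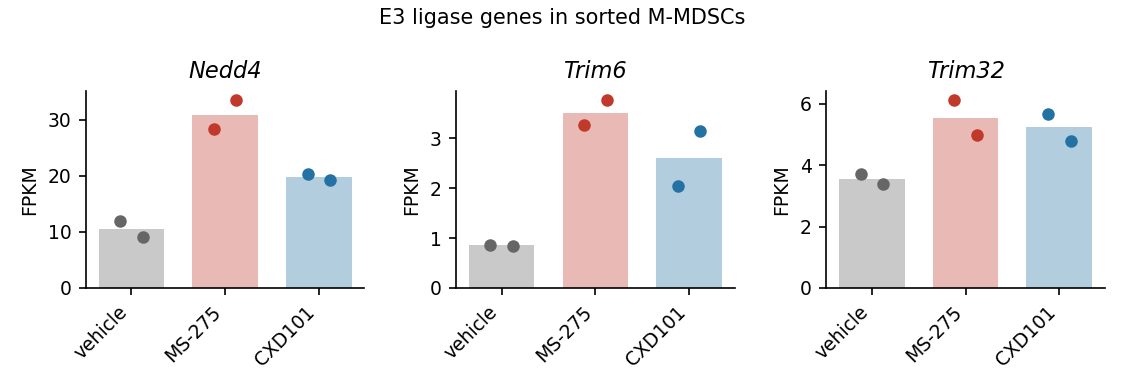
FPKM of Nedd4, Trim6 and Trim32 in sorted M-MDSCs of the vehicle, MS-275 and CXD101 groups, with each gene on its own scale from 0. Bars are the means and points the 2 libraries of each group. Both libraries of each treated group lie above both vehicle libraries in each gene, with Nedd4 means of 10.5, 30.9 and 19.8.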

Of the 115 genes identified in this study, no DUBs were identified, and three E3 ligases were found: *Nedd4*, *Trim6*, and *Trim32*. We used UbiBrowser 2.0 to predict CCR2 E3 ligases and found 18 E3 ligase candidates, among which NEDD4 had the highest confidence score (0.882), while TRIM6 and TRIM32 were not detected (Fig. 4E). *Nedd4* mRNA expression was increased in MS-275- and CXD101-treated M-MDSCs (Fig. 4F) and NEDD4 protein expression was also increased (Fig. 4H). ATAC-seq analysis revealed significant ATAC-seq peaks from 34 bp upstream to 1062 bp downstream of the *Nedd4* transcription start site and around 2200 bp upstream of the transcription start site in MS-275- and CXD101-treated groups, while most controls did not have them (Fig. 4G). The regions with ATAC-seq peaks were also ENCODE Candidate Cis-Regulatory Elements (cCREs) containing promoter and enhancer regions (E0912166/prom, E0912167/enhP, E0912168/enhP, E0912139-E0912141/enhD). Therefore, we further conducted reciprocal Co-IP/western blot assays to confirm again that endogenous NEDD4 and CCR2 interact with each other in the MDSCs (Fig. 4I). Pulse-chase assays with CHX were then conducted to assess the protein stability of CCR2 in the presence and absence of NEDD4. Under CHX treatment, CCR2 levels progressively declined, whereas CXD101 treatment significantly hastened CCR2 degradation (Fig. S7A). Notably, NEDD4 knockdown counteracted the CXD101-induced reduction in CCR2, suggesting a critical role for NEDD4 in CCR2 ubiquitination and subsequent degradation (Fig. S7B-C, 4J). Moreover, immunofluorescence assays showed NEDD4 and CCR2 colocalization in the MDSCs (Fig. 4K). These results indicate that HDAC1-3 inhibitors open chromatin at the *Nedd4* locus and activate its transcription, indicating HDAC1-3 inhibitors derepress *Nedd4* expression and enhance CCR2 ubiquitination and degradation.

## Discussion

MDSCs have been implicated in cancer progression and conferring resistance to chemotherapy, radiotherapy, and ICB therapy. Therefore, the targeting of MDSCs is a significant challenge in cancer immunotherapy. In this study, we examined the epigenetic control mechanisms underlying cell fate and function, and elucidated the role of HDACs in regulating MDSCs. We found that HDAC1-3 inhibition leads to the degradation of CCR2 in M-MDSCs via the ubiquitin–proteasome system. This suggests that the HDAC1-3 inhibitors, MS-275 and CXD101, downregulate CCR2 expression in M-MDSCs and decrease M-MDSCs in tumors. Consistent with our results, MS-275 administration to patients with breast cancer resulted in a greater reduction in M-MDSCs than in PMN-MDSCs [29]. Similar to other cancers [30, 31], VPA or HDAC1-3 inhibitors alone exhibited antitumor effects, which were further enhanced when combined with ICB therapy in HCC. Thus, targeting MDSCs and inhibiting HDAC1-3 are promising strategies for cancer immunotherapy.

CCR2 plays a crucial role in regulating M-MDSC function in cancer by affecting tumor growth, metastasis, and immunotherapy resistance [32–34]. Despite its importance, the molecular mechanisms underlying CCR2 expression remain poorly understood. Study has revealed that FOXO1 directly binds to the CCR2 promoter and activates its transcription [35]. Our findings reveal a novel regulatory mechanism by which the HDAC inhibitors MS-275 and CXD101 do not affect *Ccr2* transcription but instead reduce CCR2 protein levels by enhancing its ubiquitination-mediated degradation. Our results provide novel insights into the intricacies of CCR2 regulation and suggest that HDAC inhibitors hold therapeutic promise for M-MDSC targeting in cancer. In order to identify the E3 ligase responsible for CCR2 ubiquitination, we conducted ATAC-seq and RNA-seq analyses and identified NEDD4 as a candidate gene. NEDD4 is a HECT-type E3 ligase composed of an N-terminal C2 domain, multiple WW domains, and a C-terminal HECT domain. It has been shown to ubiquitinate membrane proteins, including ion channels and transmembrane receptors [36]. Our research found that the WW domain of NEDD4 recognized and interacted with the PPxY motif of CCR2, which is a common target for WW domain-mediated ubiquitination. Additionally, UbiBrowser2.0 predicted that E3 ligases with WW motifs, including all nine members of the NEDD4 family, were likely to ubiquitinate CCR2. To our knowledge, our results mark the initial discovery of the interaction between NEDD4 and CCR2, with NEDD4 serving as a potent E3 ligase for CCR2 ubiquitination.

Our results demonstrated that the inhibition of HDAC1-3 or class IIb HDACs attenuated the immunosuppressive function of MDSCs. Considering VPA lacks class IIb HDAC inhibitory activity, we hypothesized that HDAC1-3 inhibition would reduce MDSC immunosuppression. Additionally, HDAC6 is highly expressed in M-MDSCs and selective inhibitors decrease their immunosuppressive function in tumor-bearing mice [16]. This is consistent with our finding that class IIb HDAC inhibitors, including HDAC6, reduce MDSC immunosuppression. However, the mechanisms through which HDACs regulate the immunosuppressive function of MDSCs remain unclear and require further investigation. Additionally, the differential effects of HDACs on MDSC subtypes and their underlying mechanisms should be explored. In conclusion, our evidence suggests that HDAC1-3 inhibitors decrease CCR2 expression in MDSCs, attenuate their immunosuppressive function, and are effective MDSC inhibitors. Although we could not determine which HDAC1-3 phenotype predominantly influences CCR2 regulation and immunosuppressive function in this study, we aim to generate a conditional knockout mouse model of HDAC in bone marrow cells to clarify its in vivo function for future studies.

While considering the therapeutic effects of HDAC inhibitors, it is imperative to contemplate the potential for off-target effects and their implications on our observed outcomes. To address this concern, we utilized three HDAC1-3 inhibitors and noted consistent modulation of M-MDSCs, suggesting that the observed effects are specific to HDAC1-3 inhibition rather than a broad off-target consequence. Moreover, our inhibitors showed high selectivity within the concentrations used in our experiments (Supplemental Table 1). Acknowledging the necessity for further validation, we propose that future studies could benefit from employing gene editing technologies to directly manipulate HDAC expression. This would allow for an investigation of their effects on M-MDSCs, independent of potential off-target influences, providing a more direct assessment of HDACs’ roles and aiding in the elucidation of the precise mechanisms by which they impact M-MDSCs.

Given the insidious onset of liver cancer, less than 30% of patients are eligible for radical treatment at the time of initial diagnosis, underscoring the crucial role of systemic antitumor therapies in the management of intermediate to advanced stages of the disease. Current systemic antitumor approaches encompass immune checkpoint inhibitors, anti-VEGF therapies, and tyrosine kinase inhibitors [17]. Multiple clinical studies have demonstrated that combination therapies with these agents yield superior long-term outcomes compared to traditional monotherapy with the sorafenib, thereby establishing them as the preferred first-line treatment options [37]. Our study introduces HDAC1-3 inhibitors, such as CXD101, as a novel therapeutic alternative. We discovered that the combination of HDAC1-3 inhibitors with anti-PD-1 antibodies induced an almost complete regression of orthotropic Hepa 1–6 tumors in mice. This antitumor effect could be facilitated by the HDAC1-3-mediated reduction of MDSC and the enhancement of NK cell activation. The rationale for combining CXD101 with anti-PD-1 therapies is grounded in evidence that MDSCs contribute to resistance to anti-PD-1 treatments by suppressing T cell activation. By reducing M-MDSC infiltration, CXD101 can counteract this suppression, potentially enhancing the efficacy of anti-PD-1 antibodies. This synergistic approach targets both the immunosuppressive cells within tumor microenvironment and the immune checkpoint pathway, addressing a common resistance mechanism to immune checkpoint inhibitors. These discoveries not only reveal a novel mechanism underlying the action of HDAC inhibitors in HCC but also suggest a promising combination strategy employing anti-PD-1 antibodies for clinical translation.

Notably, our findings are based on a single tumor model, which may not capture the full spectrum of biological responses observed across various species and models. This limitation underscores the importance of validating our results in additional animal models to enhance the generalizability of our conclusions. Furthermore, translating our preclinical findings to clinical applications necessitates validation in human samples. Future studies will focus on investigating the impact of HDAC inhibitors on human MDSCs, which is crucial for establishing the clinical relevance of our research.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

NGS data are available in GEO under the accession number GSE232268. All data are available from the corresponding authors upon request.

# Supplementary material for: HDAC1-3 inhibition triggers NEDD4-mediated CCR2 downregulation and attenuates immunosuppression in myeloid-derived suppressor cells
**Source:** Cancer Immunol Immunother. 2025 Feb 1;74(3):81. doi: 10.1007/s00262-024-03931-y
**Supplement:** Supplementary file 1 — Supplementary file1

## Supplemental Data

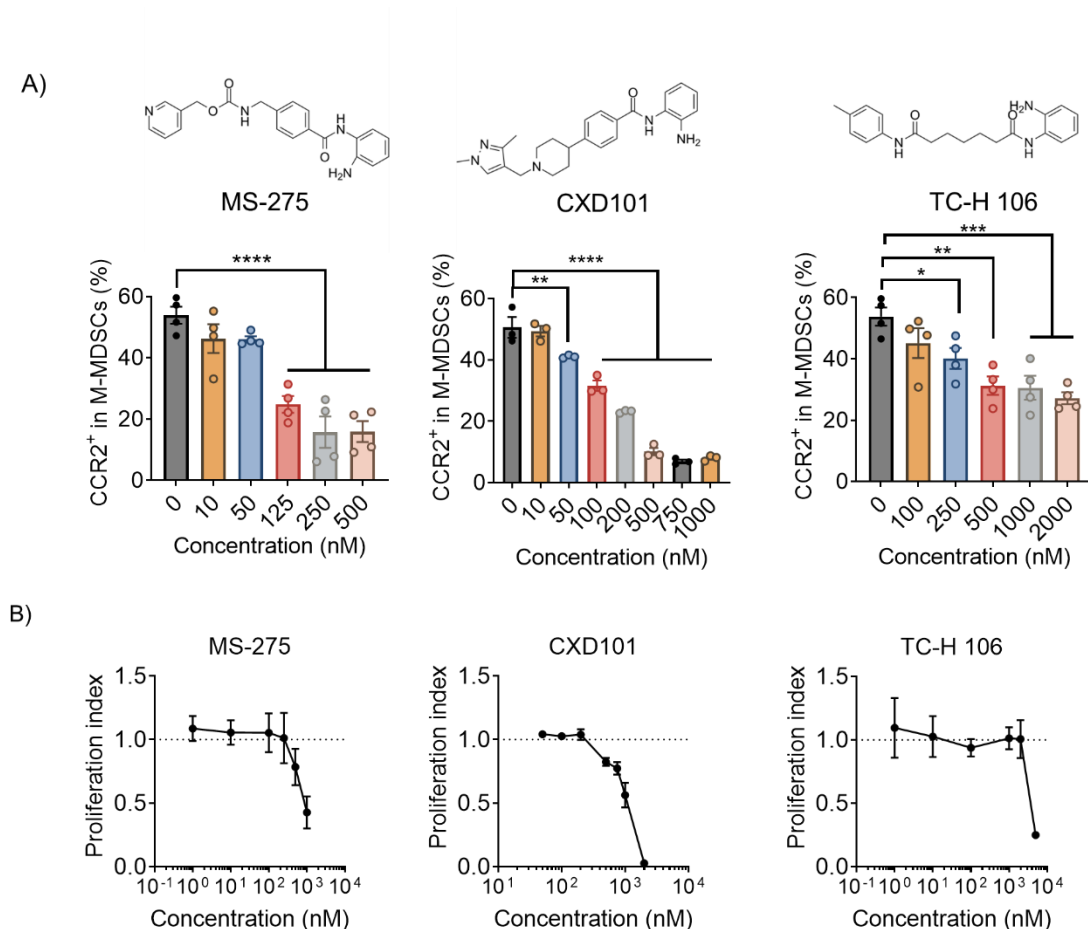

**Fig. S1 The proliferation of MDSCs following with HDAC inhibitor treatment.** BM cells cultured in media supplemented with GM-CSF (40 ng/mL) with or without the addition of different concentrations of HDAC inhibitors for 4 days. **A)** Molecular structures of HDAC1, 2, 3 inhibitors (MS-275, CXD101, and TC-H 106) are shown above. CCR2 expression on M-MDSCs treated with different concentrations of the HDAC inhibitors was assessed. Data represent mean  $\pm$  S.E.M., pooled from two independent experiments (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  by one-way ANOVA, compared with the group without additional HDAC inhibitor). **B)** The number of MDSCs was determined using flow cytometry with precision count beads. The proliferation index was calculated as a ratio of the number of MDSCs treated with HDAC inhibitor to that in non-treated group. Data represent mean  $\pm$  S.E.M., pooled from three independent experiments.

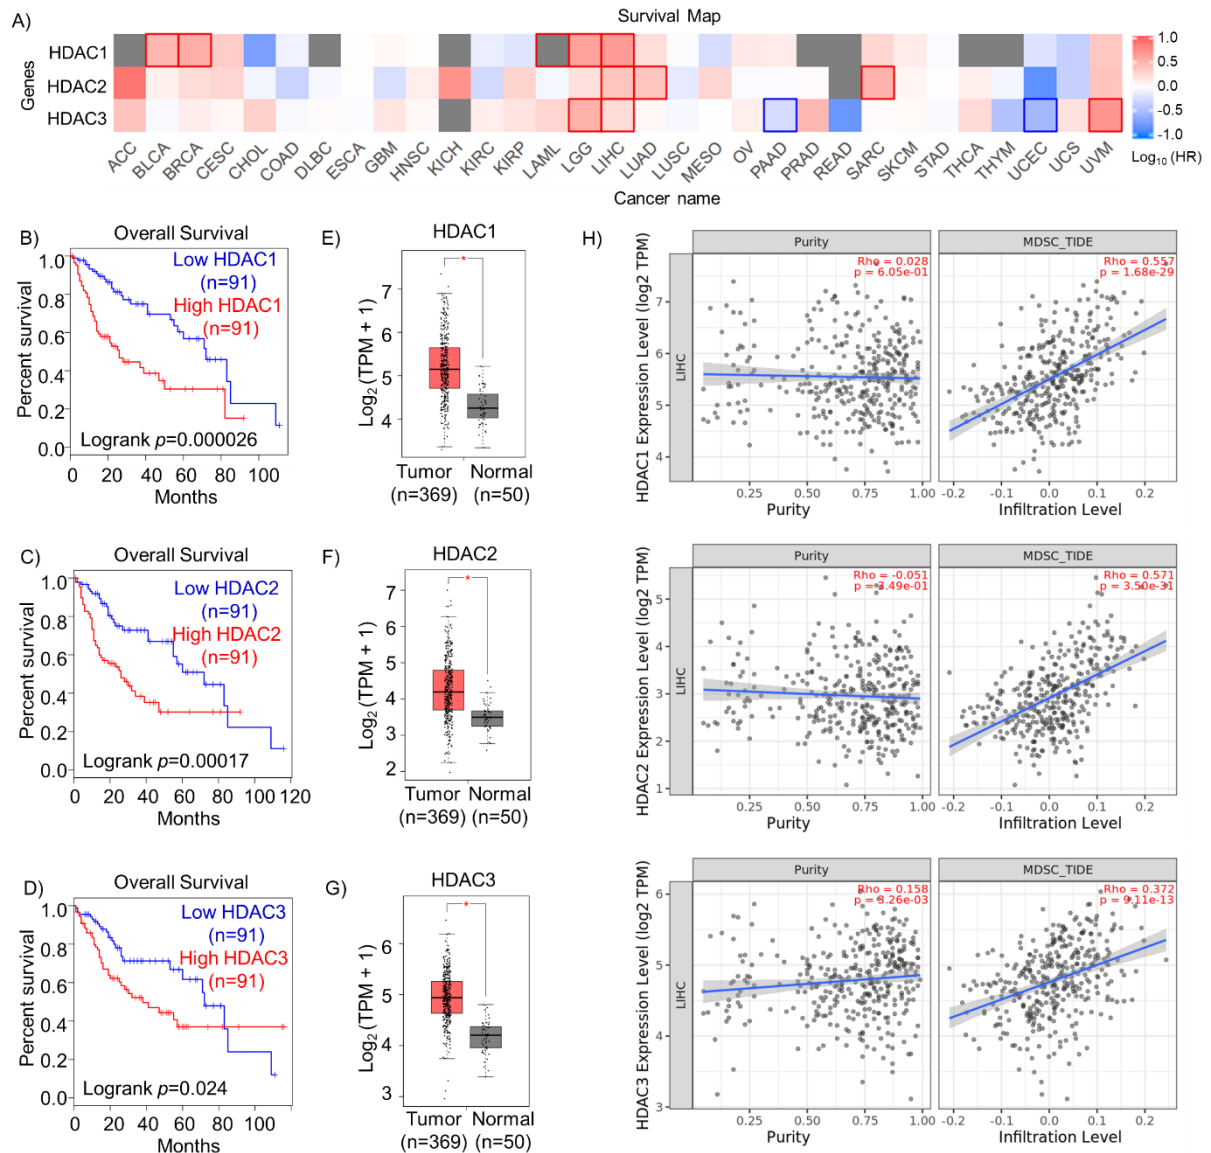

**Fig. S2 High expression HDAC1, 2, 3 are related with poor prognosis of HCC.** **A)** The survival contribution of *Hdac1*, *Hdac2*, and *Hdac3* in multiple cancer types was assessed by the GEPIA2 web server. The survival heat map shows the hazard ratios (HR) in logarithmic scale (log<sub>10</sub>) for different genes. The red and blue blocks indicate higher and lower risks, respectively. The rectangles with frames indicate the significant results in prognostic analyses (quartile cut-off,  $p < 0.05$  using the Mantel–Cox test). **B–D)** The overall survival curves comparing the high (red line) and low (blue line) (quartile cut-off) expressions of *Hdac1*, *Hdac2*, and *Hdac3* in liver hepatocellular carcinoma (LIHC) in the GEPIA2 web server. **E–G)** The expression of *Hdac1*, *Hdac2*, and *Hdac3* in the LIHC tissue group compared with the normal tissue group. Asterisk represents fold change  $> 1.5$  with  $p < 0.01$ . The dots represent expression in each sample. **H)** Correlation of *Hdac1*, *Hdac2*, and *Hdac3* expression with tumor purity (the proportion of cancer cells in a sample; left) and with the infiltration level of MDSCs (right) analyzed by the TIMER2.0 web server in LIHC.

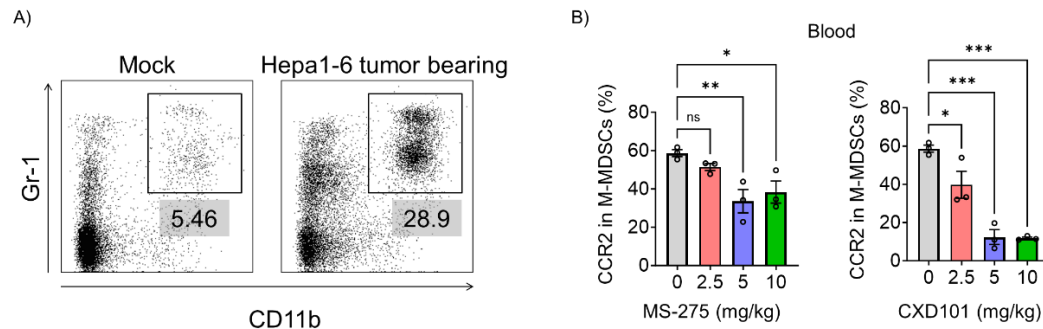

**Fig. S3 A)** The proportion of CD11b<sup>+</sup>Gr-1<sup>+</sup> cells in the blood was analyzed after 10 days of Hepa 1-6 inoculation. **B)** Different dosage of MS-275 and CXD101 were administered in the Hepa 1-6 tumor bearing mice on day10. The proportion of CCR2<sup>+</sup> cells among M-MDSCs from blood were assessed using flow cytometry.

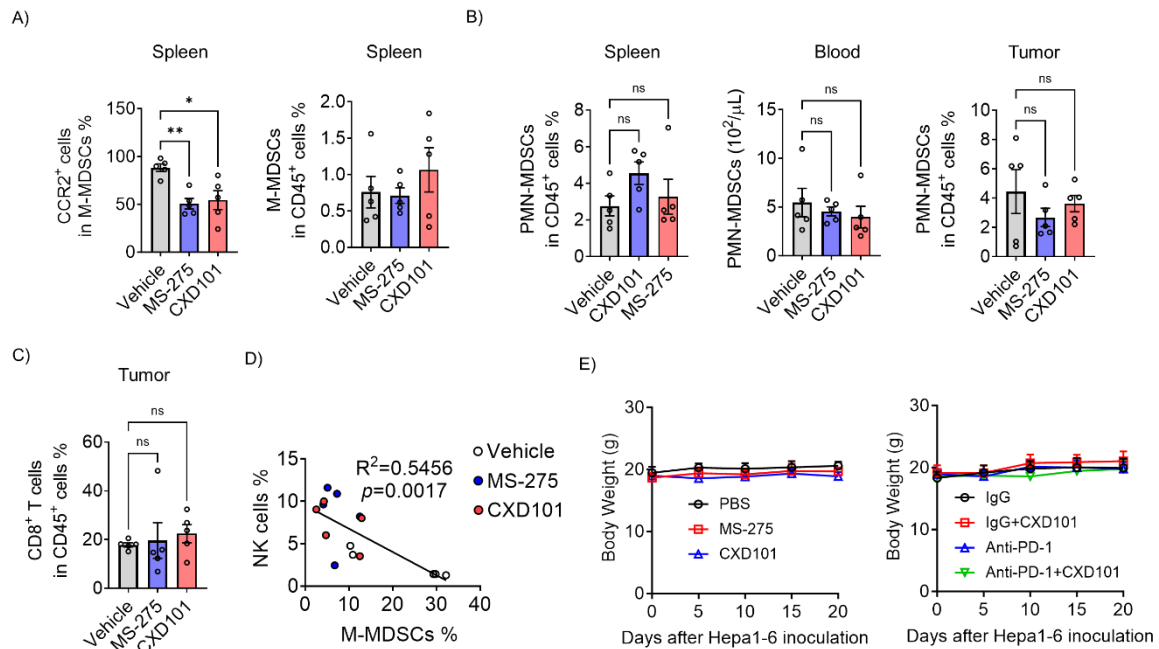

**Fig. S4 A)** The proportion of CCR2<sup>+</sup> cells among total M-MDSCs and the M-MDSCs (CD11b<sup>+</sup>Ly-6G<sup>-</sup>Ly-6C<sup>hi</sup>) from spleen using flow cytometry. **B)** Flow cytometry of the PMN-MDSCs (CD11b<sup>+</sup>Ly-6G<sup>+</sup>Ly-6C<sup>int</sup>) in spleen, blood, and tumors. **C)** Flow cytometry of the proportion of tumor CD8<sup>+</sup> T cells (CD3ε<sup>+</sup>NK1.1<sup>-</sup>CD8α<sup>+</sup>) in CD45<sup>+</sup> live cells. **D)** Correlation between M-MDSCs and NK cells in Hepa 1-6 tumor sites was determined using Pearson's correlation coefficient test. **E)** Average body weights of mice post Hepa1-6 inoculation. Data represent mean ± S.E.M one representative experiment. (\**p* < 0.05, \*\* *p* < 0.01 by one-way ANOVA).

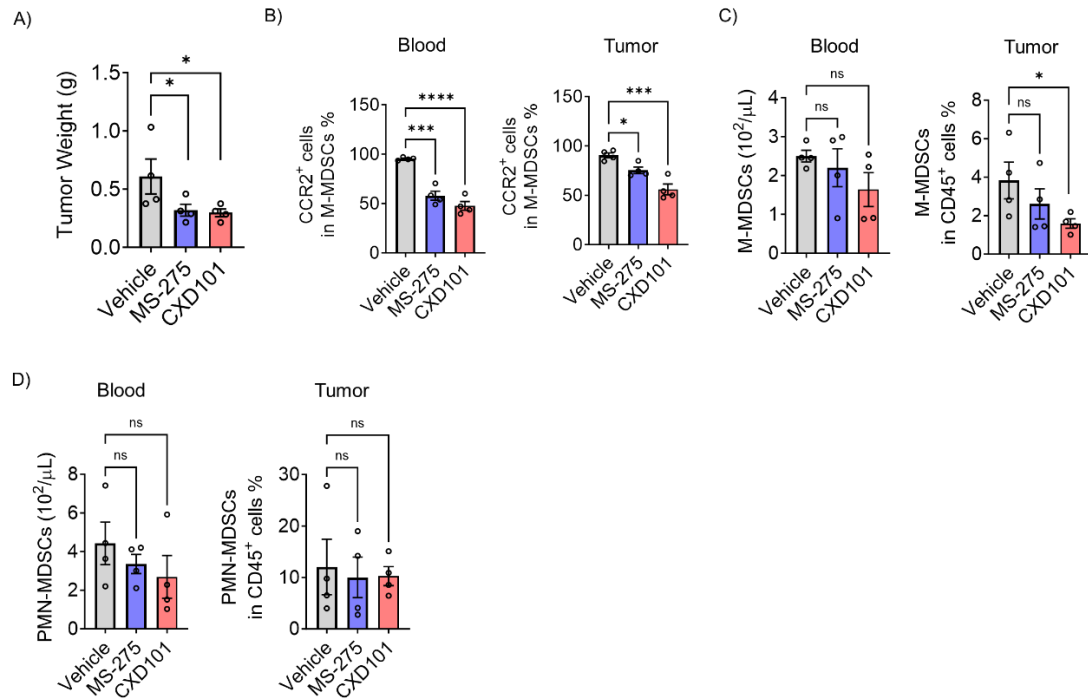

**Fig. S5** An independent repeat of the experiment to investigate the antitumor effects of MS-275 and CXD101 in the Hepa 1-6 orthotopic HCC model mice, as shown in Fig. 2A. **A)** Tumor weight was measured. **B)** The proportion of CCR2<sup>+</sup> cells among total M-MDSCs from blood and tumors were assessed using flow cytometry. **C)** Flow cytometry of the M-MDSCs (CD11b<sup>+</sup>Ly-6G<sup>+</sup>Ly-6C<sup>hi</sup>) in blood and tumors. **D)** Flow cytometry of the PMN-MDSCs (CD11b<sup>+</sup>Ly-6G<sup>+</sup>Ly-6C<sup>int</sup>) in blood and tumors. Data represent mean  $\pm$  S.E.M. Data are presented as mean  $\pm$  S.E.M. with  $n = 4$  per group (\* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  by one-way ANOVA).

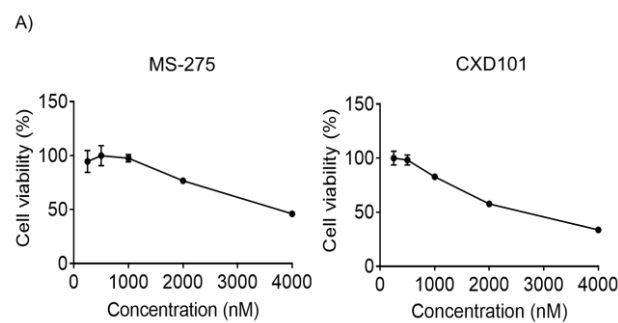

**Fig. S6 A)** Hepa 1-6 cells treated with MS-275 or CXD101 for 48 h at various concentrations *in vitro* and cell viability was then measured using the CCK-8 kit.

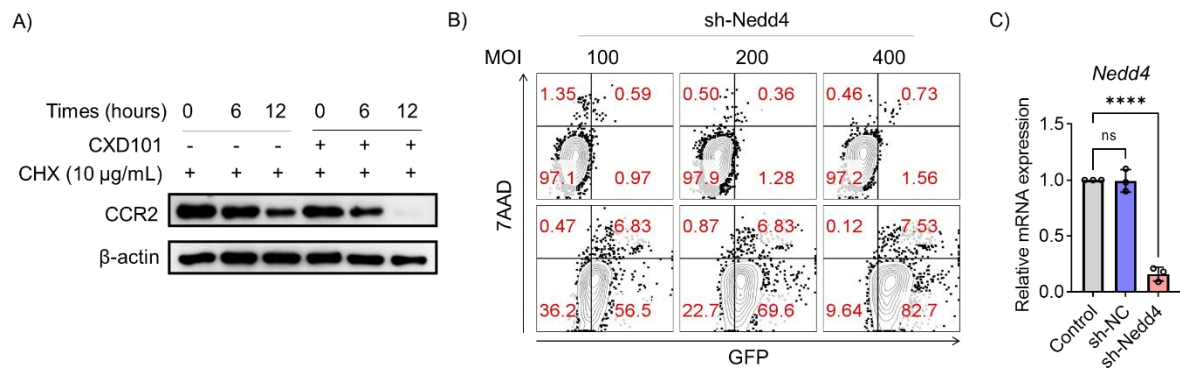

**Fig. S7 A)** *In vitro* MDSCs treated with CXD101 (250 nM) and CHX (10 µg/mL) for 12 h. The protein levels of CCR2 were analyzed by western blot. **B-C)** BM cells transduced with lentiviruses supplemented with HitransG A and GM-CSF (40 ng/mL) for 72 hours, the efficiency of shRNA was determined by GFP expression and qRT-PCR for *Nedd4* knockdown. \*\*\*\* $p < 0.001$  by one-way ANOVA.

**Supplemental table 1.** Inhibitory effects of HDACi on HDAC classes.

| HDAC<br>Inhibitor | Class I |         |         |         | IIa     |         |         |         | IIb     |         | IV      | concentration          | reference |
|-------------------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|------------------------|-----------|
|                   | HDAC1   | HDAC2   | HDAC3   | HDAC8   | HDAC4   | HDAC5   | HDAC7   | HDAC9   | HDAC6   | HDAC10  | HDAC11  |                        |           |
| VPA               | 700     | 800     | 1000    | 7442    | 1500    | 1000    | 1300    | unk.    | >200000 | >200000 | unk.    | $\mu$ M(IC50)          | [1]       |
| MS-275            | 243     | 453     | 248     | >10000  | >10000  | >10000  | >10000  | >10000  | >10000  | >10000  | 649     | nM(IC50)               | [2, 3]    |
| CXD101            | 63      | 570     | 550     | unk.    | NA      | NA      | NA      | NA      | NA      | unk.    | unk.    | nM(IC50)               | [4]       |
| TC-H 106          | 150     | 760     | 370     | 5000    | NA      | NA      | NA      | unk.    | unk.    | unk.    | unk.    | nM(IC50)               | [2]       |
| PCI-34051         | 4000    | >50000  | >50000  | 10      | unk.    | unk.    | unk.    | unk.    | 2900    | 13000   | unk.    | nM(IC50)               | [5]       |
| TMP269            | >100000 | >100000 | >100000 | 4200    | 157     | 97      | 43      | 23      | 8200    | >100000 | >100000 | nM(IC50)               | [6]       |
| Bufexamac         | unk.    | unk.    | 341000  | 235000  | unk.    | unk.    | unk.    | unk.    | 10700   | 12300   | unk.    | nM(Kd <sup>app</sup> ) | [7]       |
| SIS17             | >100000 | >100000 | >100000 | >100000 | >100000 | >100000 | >100000 | >100000 | >100000 | >100000 | 830     | nM(IC50)               | [8, 9]    |
| Panobinostat      | 2.5     | 13.2    | 2.1     | 277     | 203     | 7.8     | 531     | 5.7     | 10.5    | 2.3     | 2.7     | nM(IC50)               | [10]      |
| TSA               | 5       | 14      | 9       | 180     | 6590    | 2170    | 3630    | 7140    | 1       | 14      | 13      | nM(IC50)               | [6]       |
| SAHA              | 38      | 144     | 6       | 38      | >30000  | >30000  | >30000  | >30000  | 10      | 21      | 28      | nM(IC50)               | [3]       |

NA: not available, represents that the detection range has been exceeded, and it can be considered as having no inhibitory effect. Unk.: unknown.

Reference:

- [1] Gurvich, Nadia et al. "Histone deacetylase is a target of valproic acid-mediated cellular differentiation." *Cancer research* vol. 64,3 (2004): 1079-86. doi:10.1158/0008-5472.can-03-0799
- [2] Lauffer, Benjamin E L et al. "Histone deacetylase (HDAC) inhibitor kinetic rate constants correlate with cellular histone acetylation but not transcription and cell viability." *The Journal of biological chemistry* vol. 288,37 (2013): 26926-43. doi:10.1074/jbc.M113.490706
- [3] Ning, Zhi-Qiang et al. "Chidamide (CS055/HBI-8000): a new histone deacetylase inhibitor of the benzamide class with antitumor activity and the ability to enhance immune cell-mediated tumor cell cytotoxicity." *Cancer chemotherapy and pharmacology* vol. 69,4 (2012): 901-9. doi:10.1007/s00280-011-1766-x
- [4] Eyre, Toby A et al. "A phase 1 study to assess the safety, tolerability, and pharmacokinetics of CXD101 in patients with advanced cancer." *Cancer* vol. 125,1 (2019): 99-108. doi:10.1002/cncr.31791
- [5] Balasubramanian, S et al. "A novel histone deacetylase 8 (HDAC8)-specific inhibitor PCI-34051 induces apoptosis in T-cell lymphomas." *Leukemia* vol. 22,5 (2008): 1026-34. doi:10.1038/leu.2008.9
- [6] Lobera, Mercedes et al. "Selective class IIa histone deacetylase inhibition via a nonchelating zinc-binding group." *Nature chemical biology* vol. 9,5 (2013): 319-25. doi:10.1038/nchembio.1223
- [7] Bantscheff, Marcus et al. "Chemoproteomics profiling of HDAC inhibitors reveals selective targeting of HDAC complexes." *Nature biotechnology* vol. 29,3 (2011): 255-65. doi:10.1038/nbt.1759
- [8] Son, Se In et al. "Activity-Guided Design of HDAC11-Specific Inhibitors." *ACS chemical biology* vol. 14,7 (2019): 1393-1397. doi:10.1021/acscchembio.9b00292

- [9] Baselious, Fady et al. "Utilization of an optimized AlphaFold protein model for structure-based design of a selective HDAC11 inhibitor with anti-neuroblastoma activity." *Archiv der Pharmazie* vol. 357,10 (2024): e2400486. doi:10.1002/ardp.202400486
- [10] Atadja, Peter. "Development of the pan-DAC inhibitor panobinostat (LBH589): successes and challenges." *Cancer letters* vol. 280,2 (2009): 233-41. doi:10.1016/j.canlet.2009.02.019

How the deposited data were processed for this re-analysis (not part of the article)

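RNA-seq was analyzed in 12 libraries of myeloid-derived suppressor cells sorted from Hepa 1-6 tumors. M-MDSCs and PMN-MDSCs, the monocytic and polymorphonuclear subsets, were each represented by 2 libraries from vehicle-, MS-275- and CXD101-treated mice. Sample groups were taken from the submitters' labels and the paper. The dose and schedule were taken from the paper for the M-MDSC groups; its text does not describe the PMN-MDSC libraries. The kit named for RNA extraction differs between the labels (miRNeasy Micro) and the paper's methods (miRNeasy Mini).

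The authors deposited 1 table per library with an FPKM value for each of 24346 gene symbols. FPKM is the number of fragments per kilobase of transcript, scaled to the fragments of the library, so the authors' values already include a scaling by library size and gene length. The libraries were stranded, single-end and made from poly(A) RNA. The paper's text does not name the aligner, genome build, annotation or quantification software of the RNA-seq, nor whether fragments were assigned by strand, and states that the data were analyzed with BioJupies. In all, 16434 symbols were above 0 in at least 1 library and 7912 were at 0 in every library. The deposited FPKM values summed to between 564078 and 596407 in the M-MDSC libraries and between 656932 and 860841 in the PMN-MDSC libraries. No 2 replicate libraries held identical values, and their log2 values correlated across genes with r of 0.988 to 0.991.

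No counts were given, and an FPKM table keeps the depth only in the steps between low values. The relative depth was estimated from these steps (values up to 0.5 FPKM) and converted to reads with annotated transcript lengths, using transcripts of at least 1000 bp. M-MDSC libraries came to 8.32 to 10.7 M reads (median 9.34) and PMN-MDSC libraries to 7.11 to 8.20 M (median 7.67). These values depend on the assumption that the authors used similar transcript lengths. No interval was derived from them. The precision of each comparison was taken from the replicates: the median standard error of a log2 fold change was 0.0975 in M-MDSCs and 0.114 in PMN-MDSCs.

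The FPKM values call for a test on the log scale. limma 3.58.1 in R 4.3.3 was run on log2(FPKM + 1) with a pseudocount of 1 (lmFit, contrasts, eBayes with an intensity trend), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Genes with an FPKM of at least 1 in at least 2 libraries were kept, which gave 11078 genes in the 6 M-MDSC libraries, 11184 in the 6 PMN-MDSC libraries and 11662 in all 12. Genes were called at an adjusted p-value under 0.05 and a fold change above 1.5, as in the paper's methods. All groups of a cell type shared 1 model, because 2 libraries per group leave few degrees of freedom. The difference in response between the cell types was tested as an interaction in a model of all 12 libraries. The procedure was tested on simulated data, where 195 of 200 changed genes were called in the right direction and 9 unchanged genes were called, of 11078. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.

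The genes named in the text were the genes the paper names in its M-MDSC experiments, the 11 HDAC genes of Supplemental table 1, the sorting markers, members of the gene lists, and for each inhibitor and cell type the 5 genes with the largest increase and the 5 with the largest decrease. The last were taken among called genes with a mean FPKM of at least 5 in the higher group and both libraries of one group above both of the other; a gene that this rule selected in PMN-MDSCs is not reported here. Further genes were named after their values were seen: the transcripts most specific to M-MDSCs and the eosinophil genes other than those covered by this rule. Of the listed symbols, 8 were not found as written; 6 of these were found under an older symbol, and Ly6g and Hbb-bt were not analysed here.

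Gene lists fixed before the data were examined covered predicted CCR2 E3 ligases, deubiquitinases, immunosuppressive effectors, MHC class II, interferon-stimulated genes, the cell cycle, and NK cell recruitment and activation. These 7 lists were tested in M-MDSCs with camera (preset correlation 0.01) and with fry, both from limma, with Benjamini-Hochberg adjustment over the lists and inhibitors. Marker lists for hepatocytes and liver tumor, lymphocytes and NK cells, neutrophils, macrophages, erythroid cells and the sorting markers were described per group without a test. A list of eosinophil markers was written later, after Prg2 and Epx had been seen. Their values are given after the article, apart from those of the deubiquitinases and HDAC genes.

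Alternatives to each choice were set before the data were examined: a pseudocount of 0.1, no filter, an FPKM of at least 5, median-of-ratios scaling, quantile normalization, the replicate number as a block, no intensity trend, only the 4 libraries compared, all 12 libraries in one model, a fold change above 2, unadjusted p-values, and leaving out each library in turn. With 2 libraries per group, leaving out 1 leaves its group without a spread of its own, so only fold changes and medians were recomputed. For the correlation of the inhibitors, Spearman's rho and a different vehicle library for each comparison were computed.

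Gene positions come from the GENCODE annotation of GRCm38, which held 23310 of the 24346 symbols. Primer and shRNA sequences of the paper were matched to its transcripts exactly. The ATAC-seq data were not analysed here, so no passage covers the chromatin results or the genes selected with them.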

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

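All tests of explanations in this part were chosen after the values of the libraries had been seen.

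The 6 libraries of sorted PMN-MDSCs are not reported on in the paper. In PMN-MDSCs, 1628 genes were higher and 1586 lower under MS-275 than under vehicle, and 1327 were higher and 1067 lower under CXD101 (limma, adjusted p under 0.05 and fold change above 1.5, of 11184 genes). The counts in M-MDSCs under the same inhibitors were 1123 and 811, and 569 and 332. Across the 10648 genes tested in both cell types, the responses to MS-275 correlated with r = 0.645, with 646 genes higher in both, 398 lower in both and 26 called in opposite directions. For CXD101, r was 0.553, with 320, 184 and 6 genes. The cell types have vehicle libraries of their own, so these values share no control.

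The difference in response was tested directly as an interaction over all 12 libraries. Under MS-275, 1009 genes responded higher in PMN-MDSCs than in M-MDSCs and 1106 lower, of 11662 genes. Under CXD101, the numbers were 852 and 768. S100a8 and S100a9 together took 10.2% and 13.7% of the FPKM in the PMN-MDSC vehicle libraries and between 27.3% and 30.9% in the treated ones. If the summed FPKM were fixed and these 2 genes took the FPKM of the others, they would lower them. That lowering would be at most 0.33 under MS-275 and 0.35 under CXD101 on the log2 scale. The sum was not fixed: it was 656932 and 674361 in the PMN-MDSC vehicle libraries and between 836748 and 860841 in the treated ones. The bound therefore does not measure a lowering that took place. The genes with a higher response in PMN-MDSCs, 47.7% of those called under MS-275 and 52.6% under CXD101, cannot come from such a lowering. Of the genes with a lower response, 935 of 1106 under MS-275 (84.5%) and 598 of 768 under CXD101 (77.9%) differed by more than the largest lowering by over 2 standard errors. The median difference of all other genes tested was 0.018 under MS-275 and -0.0060 under CXD101. It ranged from 0.011 to 0.018 and from -0.010 to 0.0011 when each library was left out. A median over genes that went both ways cannot show whether a common lowering was present, so nothing is concluded from it. The genes with a lower response were selected past the fold change limit, 0.585 on the log2 scale, which is above the largest lowering. Their shares beyond that lowering were thus largely fixed beforehand and are no evidence against the 2 genes as the cause. A contribution that took genes past the fold change limit stays open, since with the largest lowering added back 470 (42.5%) and 209 (27.2%) of the genes with a lower response stayed past it.

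A constant share of M-MDSCs carried over into the PMN-MDSC sort would draw the PMN-MDSC response toward that of M-MDSCs. The values for such a share therefore bound its size and do not test it as the cause of the MS-275 difference. Of 1823 transcripts with at least 50 FPKM in M-MDSC vehicle libraries, 6 lay under 20% of that level in the PMN-MDSC vehicle libraries, 4 of them in all libraries, and under MS-275 it was 25 of 1662, 14 of them in all libraries. Carried-over cells bring all their abundant transcripts, so this speaks against a share above 20%. The median share of the 20 lowest transcripts was 27.4% in the vehicle libraries and 14.8% under MS-275; the vehicle median was computed first and gave no decision, and the count was set beside it afterwards. A share of up to 20% would move PMN-MDSC values by at most 20% of the M-MDSC change if PMN-MDSCs did not respond. Of the 2115 genes whose response differed under MS-275, 1815 (85.8%) changed in PMN-MDSCs beyond that or in the opposite direction, with the spread between libraries taken off. These genes were selected because their response differed, so this count was largely fixed beforehand. For the other 300 genes a contribution of carried-over cells to the change in PMN-MDSCs stays open. A changed share of M-MDSCs in the sort was not decided. Of the 20 transcripts most specific to M-MDSCs, 4 were called higher and 5 lower in PMN-MDSCs under MS-275, from 2.07 for Plac8 to -1.25 for Fads2. A changed share would move them alike only if MS-275 left their levels within M-MDSCs unchanged. Elane rose by 1.60 in PMN-MDSCs, yet its level there went from 12.6% to 7.39% of that in M-MDSCs. It therefore rose further in M-MDSCs, and the mixed directions do not exclude a changed share. For CXD101, neither form of carry-over was tested. A difference between the cell types in their response stays open as the biological explanation. The paper does not describe how the mice of the PMN-MDSC libraries were treated, so differences in dose, time or sorting were not tested. The PMN-MDSC libraries were also shallower, at 7.11 to 8.20 M estimated reads against 8.32 to 10.7 M, and an effect of this difference was not tested.

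Nedd4 was among the genes whose response differed. In PMN-MDSCs it rose from 5.52 FPKM to 29.4 under MS-275 and 20.8 under CXD101, with log2 fold changes of 2.22 and 1.74. The rise exceeded that in M-MDSCs by 0.74 under MS-275 (adjusted p = 0.00688) and by 0.87 under CXD101 (adjusted p = 0.00397, limma with Benjamini-Hochberg adjustment), and both treated libraries lay above both vehicle libraries in either cell type. The pseudocount does not account for the MS-275 difference, which was 0.83 with a pseudocount of 0.1. Carried-over M-MDSCs do not account for it either: under MS-275, the Nedd4 level in PMN-MDSCs was 95.2% of that in M-MDSCs (85.1% from the lowest PMN-MDSC to the highest M-MDSC library), whereas the 20 abundant M-MDSC transcripts with the lowest shares reached at most 18.6% under MS-275. The treated levels were close in the cell types, with 30.9 FPKM under MS-275 and 19.8 under CXD101 in M-MDSCs. The larger fold change in PMN-MDSCs goes with their lower vehicle level, against 10.5 FPKM in M-MDSCs. A stronger induction of Nedd4 in PMN-MDSCs is a hypothesis that these values leave standing. They do not separate it from a lower start with a similar treated level. Ccr2, which was lower in PMN-MDSC vehicle libraries (38.2 FPKM), changed by -0.35 under MS-275 and -0.44 under CXD101. The difference from M-MDSCs was -0.16 under MS-275 (adjusted p = 0.27) and -0.32 under CXD101 (adjusted p = 0.044, limma with Benjamini-Hochberg adjustment), neither past the fold change limit.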

How the results depend on the processing

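The choices compared here were made before the data were examined. Of 318 values of comparisons, lists and correlations under the alternatives, 273 kept their direction and their side of the threshold or moved by less than the limit set for them, 40 counts or correlations moved beyond it, 3 became stronger, 1 weaker and 1 reversed. Of 1097 values of named genes, 1056 kept direction and call, 30 lost their call, 5 gained one and 6 reversed.

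The limits on genes moved the counts most. With an FPKM of at least 5, the genes higher in M-MDSCs were 579 under MS-275 and 343 under CXD101, the number of genes higher under both inhibitors in M-MDSCs was 309, and that of genes higher, MS-275 against CXD101 in M-MDSCs, was 158. The share of higher genes among the calls went from 58.1% to 45.6% under MS-275 and from 73.3% to 59.0% for MS-275 against CXD101. It also moved the median log2 fold change of all genes under MS-275 to -0.10.

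With a fold change above 2, the higher and lower genes in M-MDSCs were 526 and 194 under MS-275 (73.1% higher), 174 and 87 under CXD101, 160 and 68 under both, and 97 and 37 for MS-275 against CXD101. With unadjusted p as well, they were 528 and 196, 178 and 88, 161 and 69, and 100 and 39. In PMN-MDSCs, the number of genes higher, MS-275 against vehicle in PMN-MDSCs, was 735 with a fold change above 2 and 737 with unadjusted p as well, and that of genes lower, MS-275 against vehicle in PMN-MDSCs, was 543 and 546. The number of genes higher, CXD101 against vehicle in PMN-MDSCs, was 563 and 566, and 291 and 294 were lower. The number of genes whose response is higher in PMN-MDSCs, treatment by cell type, MS-275, was 333 and 342, and 361 and 372 were lower. For CXD101 it was 311 and 331, and that of genes whose response is lower in PMN-MDSCs, treatment by cell type, CXD101, was 163 and 182. These 2 settings lower the counts by their own construction. Scaling moved no count beyond 1.5 times: with quantile normalization, 955 genes were higher under MS-275 in M-MDSCs, 862 of them among the 1123.

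The correlation of the inhibitors was 0.809 without a filter, 0.816 with quantile normalization, and 0.697 and 0.679 with a different vehicle library for each comparison, where the shared control is absent by construction.

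Among the gene lists tested with camera from limma and Benjamini-Hochberg adjustment, MHC class II under CXD101 passed the threshold without a filter (-0.51, adjusted p = 0.0159) and with all 12 libraries in one model (-0.51, adjusted p = 0.0459). Immunosuppressive effectors under MS-275 passed it with an FPKM of at least 5 (0.26, adjusted p = 0.0347). With quantile normalization, the cell cycle list under MS-275 no longer passed it (-0.22, adjusted p = 0.171), and the NK cell list under CXD101 reversed to -0.017. The causes of these were not tested.

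Named genes reversed in 6 cases. Hdac5 under MS-275 went to 0.027 with median-of-ratios scaling and 0.083 with quantile normalization, Hdac10 under MS-275 to -0.25 and Hdac5 under CXD101 to 0.0053 with quantile normalization; the causes were not tested. S100a8 in PMN-MDSCs went to -0.37 under both inhibitors with quantile normalization, which fixes the highest value of each library. The same setting removed the calls of S100a8 and S100a9 in M-MDSCs.

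When each library was left out in turn, no tests or counts were computed, because the 1 library left in a group has no spread of its own. Of 56 list medians, 17 moved beyond the limit set for them and 1 reversed, and of 512 values of named genes 9 reversed. Under MS-275, medians ranged from -0.16 to -0.10 for predicted CCR2 E3 ligases, 0.23 to 0.29 for immunosuppressive effectors, 0.22 to 0.27 for interferon-stimulated genes and 0.22 to 0.55 for the NK cell list, where leaving out MS-275 replicate 2 gave the lowest value. Under CXD101, they ranged from -0.078 to -0.039 for predicted E3 ligases, -0.10 to -0.036 for deubiquitinases, -0.74 to -0.36 for MHC class II, 0.039 to 0.21 for interferon-stimulated genes (0.039 without CXD101 replicate 1), -0.17 to -0.023 for the cell cycle and -0.12 to 0.14 for the NK cell list (-0.12 without vehicle replicate 2). Genes that changed sign were Hdac5 (-0.091 to 0.070), Hdac6 (-0.24 to 0.00092) and Hdac10 (-0.054 to 0.15) under MS-275, and Hdac4 (-0.00058 to 0.091), Hdac10 (-0.21 to 0.035) and Arg1 (-0.30 to 0.038) under CXD101. Why single libraries decided these values was not tested.

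Replicate numbers did not pair the samples: the deviations of libraries with the same number correlated with r between -0.122 and 0.0718 over the 6 pairs of groups of one cell type, and between -0.126 and 0.179 over all 15 pairs. With the replicate number as a block, 1119 genes were higher and 814 lower under MS-275 in M-MDSCs, and 571 and 330 under CXD101, and the block moved no count of calls beyond 1.5 times.

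The estimated depth limits genes with low FPKM. At 16.5 reads for an FPKM of 1 in a transcript of 2 kb, changes of genes such as Trim6 rest on few reads in the vehicle group.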

Differences from the paper's values

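The alternatives named here were set before the data were examined, and no test of an explanation was run on these differences.

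The paper reports 1716 genes upregulated by MS-275 in M-MDSCs, against 1123 here. The count came within 1.5 times the paper's with a pseudocount of 0.1 (1340), without a filter (1212), with median-of-ratios scaling (1198) and with all 12 libraries in one model (1157). It did not with an FPKM of at least 5 (579), quantile normalization (955), the replicate block (1119), no intensity trend (1111), only the 4 libraries compared (1117), unadjusted p (1132), a fold change above 2 (526), or unadjusted p with a fold change above 2 (528). None of these settings reached the paper's number. By adjusted p-value alone, without the fold change limit, 2123 genes were higher, which is above it. The paper's methods give a fold change limit of 1.5, while its Fig. 3C draws bounds at 2, so the size of the gap depends on which limit applies.

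The paper's 832 genes upregulated by CXD101 were within 1.5 times the 569 found here, and also with a pseudocount of 0.1 (708), median-of-ratios scaling (580), the replicate block (571) and unadjusted p (603). They were not without a filter (494), with an FPKM of at least 5 (343), quantile normalization (432), no intensity trend (548), only the 4 libraries compared (535), all 12 libraries in one model (552), a fold change above 2 (174), or unadjusted p with a fold change above 2 (178).

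Nedd4 in M-MDSCs had a log2 fold change of about 2.2 under MS-275 in the paper's Fig. 3C, read by eye, against 1.48 here, and of about 1.3 under CXD101 in Fig. 3C, read by eye, against 0.87. None of the alternatives closed either gap. Among those other than leaving out a library, the highest values were 1.57 under MS-275 with quantile normalization and 0.93 under CXD101 with a pseudocount of 0.1, and without vehicle replicate 1 the values were 1.66 and 1.05. The values here are on the log2 scale, and natural or common logarithms would make them smaller. Both values read from Fig. 3C were 1.49 times those here; whether one factor relates the figure to these values was not tested.

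Ccr2 under CXD101 was at about -0.2 in the paper's Fig. 3C, read by eye, against -0.12 here. The error of that reading was not estimated, so a gap of this size may lie within it. Values within 1 standard error, 0.0658, counted as closing the gap. None of the other scalings, pseudocounts, filters or models closed it. Without vehicle replicate 2 the value was -0.17 and without CXD101 replicate 1 it was -0.19, which closed it.

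The paper places Trim32 among the genes upregulated by both inhibitors. Here its log2 fold changes of 0.52 under MS-275 and 0.45 under CXD101 were below the fold change limit of 1.5. It was called under MS-275 with a pseudocount of 0.1, at 0.62, and under CXD101 with none of the alternatives.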

Other observations

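All tests of explanations in this part were chosen after the values of the libraries had been seen.

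Gapdh, the reference gene of the paper's qRT-PCR, was lower in sorted M-MDSCs under MS-275, at 2087 ± 2.8 against 2777 ± 93.7 FPKM (SD, n = 2), a log2 fold change of -0.41 (adjusted p = 6.23e-04, limma with Benjamini-Hochberg adjustment) that was below the fold change limit. Under CXD101 it changed by -0.11. Both MS-275 libraries lay below both vehicle libraries. Scaling between libraries does not account for the difference, which was -0.37 with median-of-ratios scaling, the setting that brought it closest to 0. Gapdh has many pseudogenes and overlaps Iffo1 on the other strand, so an effect of shared reads stays open, as does a response of the gene to MS-275. Relative to Gapdh, Nedd4 rose by 1.89 under MS-275 and 0.98 under CXD101, and Ccr2 changed by 0.22 and -0.01. These cells were sorted from tumors, whereas the legends of the paper's qRT-PCR of Ccr2 and Nedd4 name in vitro M-MDSCs.

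Genes characteristic of neutrophils rose in M-MDSCs under MS-275: S100a8 by 0.96, S100a9 by 1.16, Mmp8 by 2.80 and Cxcr2 by 2.42 on the log2 scale. The calls of S100a8 and S100a9 were lost with quantile normalization. PMN-MDSCs carried over into the M-MDSC sort are unlikely to be the source of the S100a8 rise, which would need a share of 5.91% PMN-MDSC RNA. That share would bring Ngp to 1330 FPKM, but it was observed at 351.7 under MS-275, below the 507 of the vehicle group and with 372 in its highest library. Camp and Ltf would reach 175 and 324 FPKM and were at 33.2 and 30.5. Under CXD101, S100a8 and S100a9 rose by 0.75 to 0.93 and 1.08 to 1.15 when each library was left out. Mmp8 and Cxcr2 rose by 0.81 to 1.24 and 1.11 to 1.22. Ngp rose there as well, to 755 FPKM (log2 fold change 0.57, adjusted p = 0.00325, limma with Benjamini-Hochberg adjustment), below the fold change limit. Carry-over was not tested for CXD101. A response of M-MDSCs themselves, or a change in which M-MDSCs were present in the tumor, stays open and was not tested.

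Prg2 and Epx, which encode eosinophil granule proteins, rose in M-MDSCs under MS-275, from 8.59 to 123 FPKM and from 1.98 to 18.5. A list of 8 further eosinophil markers was written after these had been seen. Of the 5 that could be tested, 3 were called higher (Prg3 by 2.54, Siglecf by 2.19 and Ear1 by 1.95). Ear2, the most abundant of the list, rose from 155 to 229 FPKM, below the fold change limit, and Ear6 changed from 10.1 to 14.4. Ccr3, Il5ra and Alox15 stayed below 1 FPKM. In vehicle M-MDSCs, 5 of the 10 listed genes already had a mean of at least 1 FPKM, and no other list held any of them. Eosinophils in the sorted cells and an induction of granule genes in M-MDSCs cannot be told apart here, because the markers that would separate them lie near the floor or start from a high level. Prg2 moved the other way in PMN-MDSCs, at -0.55 under MS-275, and the difference between the cell types was -4.27 (adjusted p = 1.45e-05, limma with Benjamini-Hochberg adjustment).

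Macrophage markers fell in PMN-MDSCs. Of 10 markers with at least 5 FPKM in the vehicle group, 7 were called lower under MS-275, led by C1qb at -3.94, while Apoe was called higher at 1.61 (adjusted p = 1.06e-04, limma with Benjamini-Hochberg adjustment). If macrophages were the only source of these markers, fewer macrophages among the sorted cells would lower them alike. On that condition, the span of 5.55 between the markers argues against fewer macrophages as the whole cause under MS-275. Under CXD101, 7 were called lower and none higher, with a span of 3.08 from -2.58 for C1qb to 0.50 for Apoe (adjusted p = 0.0292, limma with Benjamini-Hochberg adjustment, below the fold change limit). At an adjusted p-value under 0.05 without the fold change limit, Apoe alone was higher. Fewer macrophages and a response of the cells to CXD101 cannot be told apart for that comparison, because no marker was called in the opposite direction. Of the 14 macrophage markers, 13 had a mean of at least 1 FPKM in vehicle M-MDSCs and 14 in vehicle PMN-MDSCs. By this level they mark no cell type of their own in either, so whether macrophages were their only source stays open.

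The largest increases in PMN-MDSCs under MS-275 were those of S100a5 (4.21, with 3.23 to 5.20 when each library was left out), Nkg7 (4.14), Asprv1 (4.10), Ly6a (3.99) and Sytl3 (3.98). Under CXD101 they included those of Nkg7 (3.69), Ngp (3.63), Asprv1 (3.57) and Sytl3 (3.52). Atp6v0d2, Ccl2 and C1qb had log2 fold changes of -4.17, -4.06 and -3.94 under MS-275, and Atp6v0d2 and Ccl17 of -3.35 and -3.08 under CXD101. The small RNA gene Mir1668 was listed at 0 in 10 of the 12 libraries, with up to 68.3 FPKM in the others. Snora23, Snord15b and Snord22 were also among the largest fitted decreases and were listed at 0 in 3, 2 and 1 of the libraries, respectively. Few reads may stand behind the FPKM of such short transcripts.

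For the gene lists in M-MDSCs, camera from limma with Benjamini-Hochberg adjustment over 14 tests put 1 past an adjusted p of 0.05, the cell cycle list under MS-275 (median log2 fold change -0.35, adjusted p = 0.0125). All of its 25 genes were tested and 9 were called lower, the same number as adjusted over the list alone. It held under fry (adjusted p = 0.0101), and under CXD101 its median was -0.07 (adjusted p = 0.434). Whether the inhibitors differ in this list was not tested. Immunosuppressive effectors had medians of 0.26 and 0.14 under MS-275 and CXD101 (adjusted p = 0.0544 and 0.188), with 5 higher and 2 lower under MS-275. Among them, Arg1 fell by 1.81 on the log2 scale under MS-275 and Nt5e rose by 2.17. MHC class II genes had medians of -0.34 and -0.68 (adjusted p = 0.368 and 0.0544), with Cd74 at -1.43 and -1.57. Interferon-stimulated genes had medians of 0.34 and 0.11 (adjusted p = 0.127 and 0.368). Genes of NK cell recruitment and activation had medians of 0.42 and 0.04 (adjusted p = 0.328 and 0.532), and Il18 rose by 1.57 and 1.56. Deubiquitinases stood at adjusted p = 0.703 and 0.349. Under fry, all lists except deubiquitinases passed 0.05 under MS-275, and deubiquitinases, immunosuppressive effectors and MHC class II passed it under CXD101, so the other calls depend on the test. The 18 predicted CCR2 E3 ligases of the paper's Fig. 4E had medians of -0.14 and -0.08 over the 14 that were tested (adjusted p = 0.703 for both). Besides Nedd4, which rose, Smurf1 was the only one called, falling from 7.65 ± 0.27 to 3.21 ± 0.4 FPKM under MS-275 (log2 fold change -1.04) and to 4.58 ± 0.638 under CXD101 (-0.64). As many were called when adjusted over the list alone.

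The marker lists give the following levels. Of 14 hepatocyte and liver tumor genes, Afp was highest, with group means up to 2.03 FPKM, and the summed FPKM of the list was at most 3.39 in any library. Of the lymphocyte and NK cell genes, Nkg7 rose in M-MDSCs from 7.60 FPKM to 69.5 under MS-275 and 32.9 under CXD101, while 2 of the 14 genes had a mean of at least 1 FPKM in each M-MDSC group. Of the 11 neutrophil genes, S100a8 was highest in vehicle M-MDSCs (6063 FPKM) and vehicle PMN-MDSCs (44405), and S100a9 in PMN-MDSCs under MS-275 (138729) and CXD101 (142312). Of the macrophage genes, Cd68 was highest, with 330 FPKM in vehicle M-MDSCs and 242 under MS-275. The 4 erythroid genes stayed below 1 FPKM in all groups. Among the sorting markers, Ly6c2 rose in M-MDSCs from 1333 FPKM to 2421 under MS-275 and 2076 under CXD101, although it has a near-identical paralog in Ly6c1.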
